# Hi-C profiling of cancer spheroids identifies 3D-growth-specific chromatin interactions in breast cancer endocrine resistance

**DOI:** 10.1186/s13148-021-01167-6

**Published:** 2021-09-17

**Authors:** Jingwei Li, Kun Fang, Lavanya Choppavarapu, Ke Yang, Yini Yang, Junbai Wang, Ruifeng Cao, Ismail Jatoi, Victor X. Jin

**Keywords:** Hi-C, Looping genes, 3D spheroids, Organoids, Tamoxifen-resistant breast cancer

## Abstract

**Background:**

Organoids or spheroids have emerged as a physiologically relevant in vitro preclinical model to study patient-specific diseases. A recent study used spheroids of MCF10 cells to model breast cancer progression and identified targetable alterations more similar to those in vivo. Thus, it is practical and essential to explore and characterize the spheroids of the commonly used human breast cancer (BC) cells.

**Methods:**

In this study, we conducted Hi-C analyses in three-dimensional (3D) spheroids of MCF10A, MCF7 and MCF7TR cells and compared TADs and looping genes with those in 2D monolayers. Furthermore, we performed in silico functional analysis on 3D-growth-specific looping genes and to compare patient outcomes with or without endocrinal therapy. Finally, we performed 3C/RT-qPCR validations in 3D spheroids and 3D-FISH confirmations in organoids of breast cancer patient tissues.

**Results:**

We found that chromatin structures have experienced drastic changes during the 3D culture growth of BC cells although there is not much change in the quantity of chromatin domains. We also observed that the strengths of looping genes were statistically different between 2D monolayers and 3D spheroids. We further identified novel 3D growth-specific looping genes within Hippo relevant pathways, of which two genes showed potential prognostic values in measuring the outcome of the endocrine treatment. We finally confirmed a few selected genes in Hippo relevant pathways with enhanced looping in organoids of breast cancer patient tissues.

**Conclusions:**

Hence, our work has provided significant insights into our understanding of 3D-growth-specific chromatin architecture in tamoxifen-resistant breast cancer. Our analyses suggest that the strengthened looping-mediated Hippo relevant pathways may contribute to endocrine therapy resistance in breast cancer patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-021-01167-6.

## Background

Breast cancer (BC) is a heterogeneous disease that can be classified into many distinct subtypes based on its molecular, genetic and pathological characteristics [1]. Among them, 70% of BC patients have hormone-dependent estrogen receptor α (ERα or ER) positive tumors defined as luminal A and B subtypes [2–4], and estrogen (E2) plays a major role in the tumor initiation and progression [5–7]. Such subtypes of patients usually go through standard anti-hormone therapeutic treatment including tamoxifen, the most-prescribed selective estrogen receptor modulator (SERM) approved by the U.S. Food and Drug Administration (FDA) [8–11], or treatment with aromatase inhibitors. However, 30–50% of the patients who initially respond to tamoxifen develop de novo or acquired resistance [12]. Current two model systems routinely used to study underlying mechanisms and new treatments of BC are two-dimensional (2D) immortalized monolayer cell lines [13, 14] and patient-derived xenografts (PDX) [15, 16]. Despite offering many advantages and insight into the etiology of breast cancers, both models have some disadvantages [17]. For instance, derivation of PDXs is inefficient, labor-intensive and time-consuming while cell lines are unable to recapitulate the genetic heterogeneity and histopathological features of the individual patient’s tumor. Thus, both cancer models are limited in their translational applications and individualized therapeutic treatment on a broad scale. Due to these limitations, new or improved BC model systems should be utilized.

Organoids have first emerged as a physiologically relevant in vitro preclinical model to study stem cells, organ development and function, and patient-specific diseases [18–20]. Cancer organoids are subsequently established from individual-patient-derived tumor tissues embedded into a Matrigel (three-dimensional (3D) matrix) growing with high efficiencies into self-organizing organotypic structures [21, 22]. Many types of cancer organoids including BC organoids are now available as living biobanks of cancer organoids [23–26]. Sachs et al. has shown that a biobank of more than 100 BC organoids not only represents all major BC subtypes [27], but also retains expression of the BC biomarkers ER, progesterone receptor (PR) and epidermal growth factor receptor 2 (EGFR2 or HER2) and preserves histopathological and genetic features. Despite this available resource of BC organoids of primary tissues, they are not yet as abundant or easily accessible as 2D monolayers.

A recent study used 3D spheroids of MCF10 cells to model breast cancer progression and identified targetable alterations in conditions more similar to those encountered in vivo [28]. Other studies have used 42 different methods to establish 3D spheroids of breast cancer cells [29] and illustrated spheroids specific structure, growth and proliferation characteristics [30] and demonstrated they were associated with superior EMT and high resistance to the toxicological response compared with the standard 2D monolayer cultures. However, there lacks studies in understanding 3D chromatin architectures in BC spheroids or organoids. Thus, it is imperative to perform genome-wide Hi-C analysis in breast cancer spheroids.

In this study, we follow the reported protocols [18, 19] to establish 3D spheroids of three breast normal and cancer cells, MCF10A, MCF7 and MCF7TR. We then conduct in situ Hi-C analysis in 3D spheroids and compare chromatin interactions with those in 2D monolayers. Furthermore, we perform in silico functional analysis to identify novel signaling pathways associated with 3D-growth-specific looping genes and to compare patient outcomes with or without endocrinal therapy. Finally, we perform 3C/RT-qPCR validations in 3D spheroids and 3D-FISH confirmations in organoids of breast cancer patient tissues. To the best of our knowledge, this is the first study to interrogate the 3D chromatin landscape in BC spheroids.

## Methods

### 2D monolayers (cells) and 3D spheroids culture

MCF7 cells were grown in RPMI-1640 supplemented with 10% fetal bovine serum and 1% penicillin and streptomycin (pen/strep) until 90% confluent. MCF7TR cells were derived from Osborne et al. [31] and cultured in phenol red free RPMI-1640 containing 10% charcoal-stripped FBS, 1% pen/strep and 100 nM Tamoxifen (Sigma-Aldrich). Tamoxifen was replaced every 48 h. MCF10A cells were cultured in DMEM/F12 with 10% FBS and 1% pen/strep. All the cells were grown at 37 °C and 5% CO2 until they reach 90% confluence. Spheroids were generated as described in [18, 19]. Spheroids formed by MCF10A, MCF7 and MCF7TR were grown on Matrigel (Corning). Briefly, each plate was coated with 300ul of Matrigel and kept at 37 °C incubator for 30 min for gel formation. The Matrigel was overlaid with 2 ml of cell culture medium containing 5 × 10^4^ MCF10A, MCF7 or MCF7TR cells and incubated at 37 °C, 5% CO2 for 3–4 days to allow spheroid formation. The growth of spheroid was monitored everyday under a microscope and spheroids were split once they reached 80% confluence. We used 5–6 passages for MCF10A, MCF7 and MCF7TR cells to culture 3D spheroids.

### Immunostaining

Immunohistochemistry (IHC) staining was performed to detect against ER in 3D spheroids or organoids of MCF10A, MCF7 and MCF7TR. The arrays were sectioned in 3 µm thickness and placed on a poly-lysine coated slides to dry. The sections were dewaxed by baking the slides at 60 °C for 30 min followed by two washes of xylene, 5 min each at room temperature. Antigen Retrieval solution was performed by microwaving for 24 min in 10 mM sodium citrate solution [pH 6.0] and 30 min cooling to room temperature. Sections were submitted to endogenous peroxidase activity blocking with 3% hydrogen peroxidase for 20 min and rinsed with PBS for 9 min. Sections were blocked with 10% normal goat serum for 1 h at room temperature, then incubated with primary antibody ER [1:200; # MA5-14501; Invitrogen, US] for overnight in cold room. Spheroids were washed with PBS 1X three times and incubated with secondary Goat anti-rabbit Poly-HRP antibody [1:50; # 32260; Invitrogen, US] for 30–45 min. Diaminobenzidine (DAB)-based detection was performed to detect antibody binding and slides were counterstained with hematoxylin. Appropriate controls were used for all conditions.

### Western blotting

MCF10A, MCF7 and MCF7TR cells, spheroids or organoids were collected. Cells and spheroids were lysed in RIPA lysis buffer for 30 min on ice and centrifuged at 15000*g* for 15 min at 4 °C. Protein concentrations were measured using a Pierce BCA protein assay kit (Thermo Scientific). Protein samples (20–50 μg in different experiments) were separated by 10% Bis-Tris Plus gel (Invitrogen) by electrophoresis and then transferred to a nitrocellulose membrane. The membranes were blocked with 5% Bovine serum albumin (BSA) (Fischer scientific) in tris-buffered saline, 0.05% Tween 20 (TBST) at room temperature for 2 h. Membranes were then incubated with the primary antibody ERα and PR (1:1000) at 4 °C overnight. Following six minutes washing for four times in TBST, membranes were then incubated with HRP-conjugated secondary antibody (Invitrogen) (1:10,000) for 2 h at room temperature. After washing the membranes with TBST for four times six minutes each, proteins were detected using peroxidase detection reagent kit (Thermo scientific). Images were captured on CL-XPosure Film using Mini-Med 90 X-ray Film Processor. β-actin was used as an internal control. Antibodies used: 1) ER (Invitrogen, MA5-14501), HER2 (Invitrogen, MA5-14509), Ki67 (Invitrogen, MA5-14520), PR (Invitrogen, MA5-14505), β-actin (Abcam, ab227387), Rabbit Poly-HRP (Invitrogen, 32260). Image J software (U.S. National Institutes of Health, Bethesda, MD, USA) was used to quantify the bands on the membranes.

### Organoids of human breast tissues

Human primary breast tumor tissues were procured from Origene (OriGene Technologies Inc., Rockville, Maryland), and tamoxifen-treated recurrent breast tumor tissues were obtained from Ontario Tumor Bank. The use of human materials has been reviewed by UTHSA’s institutional review board. Organoids were grown as previously described in [18, 19]. Briefly, tissues were minced and then placed into a 50 ml conical tube containing 10 ml of washing medium AdDF+++ (Advanced DMEM/F12 containing 1 × Glutamax, 10 mM HEPES, and 1% Penicillin). After washing, tissues were transferred into the digestion medium containing AdDF++ and 0.1 mg/ml collagenase/Hyaluronidase (Stemcell Technologies 07912). Tubes containing minced tissue and collagenase were wrapped with a parafilm and incubated at 37 °C overnight on an orbital shaker. Next day, the mixture was sheared with 10 ml sterile pipet for 10 to 20 times. After digestion, 30 ml of AdDF+++ and 2% FBS were added to the mixture. The mixture was strained over 100um filter in to a new 50 ml tube and centrifuged at 4 °C, 600*g* for 5 min. The supernatant was discarded, and the organoids were pelleted. Additional mechanical shearing was done by adding 10 ml AdDF+++ and performed sequentially pipetting before the final pellet of breast organoids was obtained. The cell pellet was resuspended in matrigel and 50µL drop of Matrigel-cell suspension was seeded in the center of a well in a pre-warmed 24-well plate (1 drop/well). Avoid formation of air bubbles. Incubated the 24 well plate 1 h at 37 °C (until the matrix is solidified). Once the matrix is solidified, add 500µL of human breast organoid medium to the well. Incubate the culture under standard tissue culture conditions (37 °C, 5% CO2). Organoid culture medium was changed every 3–4 days, and organoids were passaged (between No. 2–6) using TrypLE Express (Invitrogen, 12605036) approximately every 2–4 weeks.

### In situ Hi-C

Hi-C was performed as previously described in [32, 33]. In brief, spheroids were cross-linked with 1% formaldehyde and lysed with cold lysis buffer to collect nuclei. The pelleted nuclei were digested with 200 units of HindIII (NEB, R3104L) at 37 °C for overnight. The HindIII digested fragment overhangs were filled with biotin-labeled dATP (Life Technologies, 19524-016) in a Klenow end-filling reaction. Four hundred units of T4 DNA Ligase (NEB, M0202) was added for ligation and samples were incubated for 4 h at room temperature with slow rotation. The ligation products were purified, and the chromatin was sheared to a size of 300–500 bp using Covaris sonicator (Covaris Woburn, MA). Dynabeads MyOne Streptavidin T1 beads (Life technologies, 65601) were used to pull down the biotin-labeled DNA. The end repair, dA tailing was performed and ligated with Illumina TruSeq adapters to form final Hi-C ligation products. Each Hi-C library was amplified with 12 cycles of PCR using Illumina primers. The Hi-C library was purified and then sequenced with Illumina HiSeq3000. A summary of replicated Hi-C data in Additional file 1: Table S1.

### RNA-seq

Total RNA was extracted by ZYMO Research Quick-RNA MiniPrep kit from lysed 10 million of cells and spheroids in RNA lysis buffer, then removed most of gDNA with the spin-away filter. After that, the mixture of RNA was transferred with ethanol to Zymo-Spin IIICG column to remove trace DNA by DNase I on the column, then washed twice with RNA wash buffer followed by elution with 50 μl DNase/RNase-free water. RNA-seq library was prepared with NEBNext® Poly(A) mRNA Magnetic Isolation Module (NEB #E7490). The Oligo dT Beads were washed with RNA-binding buffer and incubated with total 1 μg RNA to purify mRNA, followed with more washing by beads washing buffer. Then mRNA was eluted with elution buffer and reverse transcribed. After that, the first and the second strand cDNA were synthesized. After purification of Double-stranded DNA, adaptor was added. Adaptor-ligated DNA was enriched by PCR followed by purification, then the DNA library was sequenced with Illumina HiSeq3000. A summary of triplicated RNA-seq data in Additional file 1: Table S2.

### 3C-qPCR

3C-qPCR was performed as previously described in [32, 33]. The spheroids of MCF7 and MCF7TR were cross-linked with 1% formaldehyde for 10 min at room temperature. The reaction was quenched by the addition of 1 M glycine for 5 min at room temperature. The spheroids were lysed with 500 μL of cold lysis buffer (10 Mm Tris–HCl Ph 8.0, 10 Mm NaCl, 0.2% Igepal CA630) with protease inhibitor for at least 15 min on ice. After lysis, the cell nuclei were pelleted and the chromatin was digested using 200 units of HindIII (NEB) at 37 °C overnight and then the digestion was stopped at 65 °C for 20 min. Digested DNA fragments were ligated using T4 DNA ligase (NEB) for 4 h at 16 °C. Samples were reverse cross-linked with Proteinase K at 65 °C overnight. 3C samples were then purified using phenol–chloroform extraction. The 3C template was dissolved in 10 mM Tris–HCl and DNA concentrations were measured using Nanodrop. 3C primers are designed for a restriction fragment of interest. All pairs of primers amplified ligation products that were the result of head-to-head ligation of the corresponding restriction fragments. All 3C primers were designed by “Primer 3”. Primers used were listed in Additional file 1: Table S3. Interactions were measured using a 3c-qPCR assay for ligation products between each anchor HindIII fragment and each target HindIII fragment. The values that were obtained were normalized using GAPDH loading control.

### RT-qPCR

The spheroids of MCF7 and MCF7TR were treated and harvested with Cell Recovery Solution (Corning Incorporated, Corning, NY, USA) to remove the Matrigel. Total RNA was extracted from spheroids using Quick -RNA^TM^ Mini Prep (Zymo Research, USA) according to the manufacturer's instructions. Each 10 μl reaction consist of SuperScript III RT/ Platinum Taq mix, 5ul of 2X SYBR green reaction mix, 1ul of test primer, 300 ng RNA and distilled water. Quantitative Real-time PCR was performed on Light Cycler® 480 Instrument II real-time PCR system (Roche Diagnostics, Penzberg, Germany) and Ct values were outputted for quantification. Initial enzyme activation was performed at 95 °C for 15 min, followed by 70 cycles of denaturation at 95 °C for 15 s and primer annealing/extension at 60 °C for 70 s. Melting curve analysis was performed at 95 °C for 5 s, 65 °C for 60 s and 45 °C for 30 s. Primers used were listed in Additional file 1: Table S4. The expression levels of target genes were normalized against endogenous control ACTB. Data analysis was doing using 2-ΔΔCt method. Each PCR reaction was performed in triplicate, and the data presented were the average of three independent experiment results for all PCR reactions.

### 3D-FISH

3D-FISH was performed to determine the separation of the promoter-distal loop of a gene as described in [34]. Fosmid- and BAC-DNA constructs were received as bacterial stab received from BACPAC resource to be streaked out onto agar plates with 12.5 µg/ml of Chloramphenicol. Growing BAC/Fosmid clones overnight at 37 °C in shaker incubator. Isolate DNA using Nucleobond purification MAXI PREP kit (TaKaRa, 740579) and store at 4 °C until further use. DNA-FISH probe labeling was performed using the BioPrime DNA Labeling System (ThermoFisher, 18094011), which consists in the direct incorporation of fluorescently labeled dUTP by DNA extension using Klenow fragment and random primers. After purification and precipitation, store labeled probes at -20 °C in the dark. Simultaneous DNA denaturation and hybridization was performed in prepared spheroids of MCF7/MCF7TR and PT/RT organoids, respectively. After overnight hybridization, coverslips were then sealed onto the glass slide for microscopy observation. To determine inter-probe distances (promoter-enhancer), 3D images from 50 nuclei were analyzed using NEMO (https://forge-dga.jouy.inra.fr/projects/nemo). Probes used were listed in Additional file 1: Table S5.

### Differential TADs or TAD changes

We used HiC-Pro [35] to process the raw Hi-C data to get the iced contact matrix. Since we used some of Hi-C data from previous studies, we firstly examine if there is any batch effect existed. We found that all data didn’t have any batch effect except MCF10A_2D from Barutcu et al. [36] (Additional file 1: Figs. S1–S2). We then used a Hi-C matrix based LOWESS normalization method to identify and filter out the biases in MCF10A_2D data based on the MCF7_2D from that same study (Additional file 1: Method and Figs. S3–S4). We used TopDom [37] to call topological associated domains (TADs) with the default parameters. We also used a down-sampled MCF7TR_3D data to confirm that there was no effect of the variability of the number of valid pairs on the TADs calling process (Additional file 1: Fig. S5). We then compared the TAD changes between 2D monolayers and 3D spheroids by using TADs in 2D monolayers as a control. We defined eight types of changes as our previous study [33]: No change: no changed TAD size and length between two conditions, A and B; b) Conserve-expand: a TAD identified in both conditions A and B, with the length of the TAD increasing by at most 300 Kb in condition B; c) Conserve-shrink: a TAD identified in both conditions A and B, with the length of the TAD decreasing by at most 300 Kb in condition B; d) Shift: a TAD identified in condition B that overlaps with a TAD in condition A, with the position shifting by more than 300 Kb; e) Split: a TAD in condition A becoming multiple TADs in condition B; f) Fuse: multiple TADs in condition A becoming one TAD in condition B; g) Neo: a border boundary or GAP in condition A becoming a TAD in condition B; h) Del: a TAD in condition A becoming a GAP or border boundary in condition B. Types a-c) are relatively conserved (RC) and types d-h) are drastically changed (DC). This visualization of the TAD was accomplished by HiC-explorer [38].

### P1D1 loops, looping genes and strengthened looping genes

We used HiSIF [39] to identify significant interaction fragments (SIFs) with all valid pairs from HiC-Pro [35] and HISIF parameters of t = 1, s = 2, *p* = 1 29, w = 50, 500, 20,000. We further used FDR ≤ 0.1 as the cutoff to select the final set of SIFs. We defined a P1D1 loop or a loop as if one end of the SIF on the promoter region of an annotated protein-coding gene and the other end on the distal region of the same gene. The assigning priority is to assign a SIF to the promoter region before the distal region. For instance, if an end of a SIF covers both the distal region of one gene and the promoter region of another gene, we assign this end as the promoter region of the gene. The promoter region of a gene was defined as from 4 Kb upstream of 5’TSS to 1 Kb downstream of 5’TSS while the distal region of a gene was defined as 100–10 Kb upstream of 5’TSS and 10–100 Kb downstream of 5’TSS. We defined a gene with at least one loop as a looping gene.

To identify the differential or strengthened looping genes (SLGs) between two conditions, we first defined a Valid Pairs Per Million (VPPM) to measure the strength of the loop from the output of HISIF within each P1D1 loop as $$Strength \,of\, the\, loop= \frac{Valid \,pairs \,within \,a \,loop}{Total \,valid \,pairs }*{10}^{6}.$$ We summed all VPPMs of one or more loops associated with the same gene to a single VPPM to represent that gene. To obtain a strengthened looping gene (SLG) in MCF7TR_3D compared to MCF7_3D, we subtracted the VPPMs in MCF7_3D from the VPPM in MCF7TR_3D and normalized all VPPMs values into the range of 0–1.0 by z-score. We empirically set the cutoff of ≥ 0.15 as strengthened loop genes in MCF7TR_3D. With this definition, we only consider strengthened loop genes in one condition as a differential looping gene (DLG). We thus obtained two different sets of DLGs in MCF7TR_3D and MCF7_3D, respectively.

### Differentially expressed looping genes (DELGs)

RNA-seq data were first performed quality control by Trim Galore [40] and mapped to hg19 by Hisat2 [41] with its default parameters. The read counts for each gene were calculated by featureCounts with parameters -s 2 and -M. Differentially expressed genes (DEGs) were identified by DESeq2 [42] with the cutoffs as abs(log2FoldChange) ≥ 0.58 and p-value ≤ 0.05. The overlapping genes between strengthened looping genes (SLGs) and DEGs were thus considered as differentially expressed looping genes (DELGs).

### Gene ontologies (GO), pathways and patients survival analyses

We used Enrichr [43] to perform the pathway analysis on DELGs in MCF7TR_3D. This tool has collected data libraries for transcriptional regulation, pathways and protein interactions, ontologies including GO and the human and mouse phenotype ontologies, signatures from cells treated with drugs, and expression of genes in different cells and tissues. We also used an online survival tool (www.kmplot.com) [44] to rapidly assess the effect of genes on breast cancer prognosis using microarray data of 1809 patients. In order to analyze the prognostic value of a particular gene, the cohorts were divided into two groups (low and high expression level) according to the median expression of the gene. The two groups can be compared in terms of relapse free survival, overall survival and distant metastasis free survival. A survival curve was displayed with the hazard ratio with 95% confidence intervals and a logrank p value.

## Results

### Establishing the 3D spheroids of breast normal and cancer cells

To comprehensively examine genome-wide chromatin interactions in 3D spheroids, we first followed the reported protocols [18, 19] to establish 3D spheroids of MCF10A, MCF7 and MCF7TR cells (Fig. 1A). We confirmed the expression of ER in 3D spheroids of MCF7 (MCF7_3D) and MCF7TR (MCF7TR_3D) respectively, but not in 3D spheroids of MCF10A (MCF10A_3D) by IHC staining (Fig. 1B). We further examined ER and PR protein expression in 3D spheroids as well as in the corresponding 2D monolayers, MCF10A_2D, MCF7_2D and MCF7TR_2D. We observed that ER protein expression was higher in both MCF7_2D/3D and MCFTR_2D/3D. However, we found that PR protein expression was higher in MCF7_2D/3D, but unexpressed in MCF7TR_2D/3D. Neither ER nor PR protein expression was detected in MCF10A_2D/3D (Fig. 1C). Taken together, our data demonstrated that we had successfully established 3D spheroids of MCF10A, MCF7 and MCF7TR cells, respectively.

**Fig. 1:**
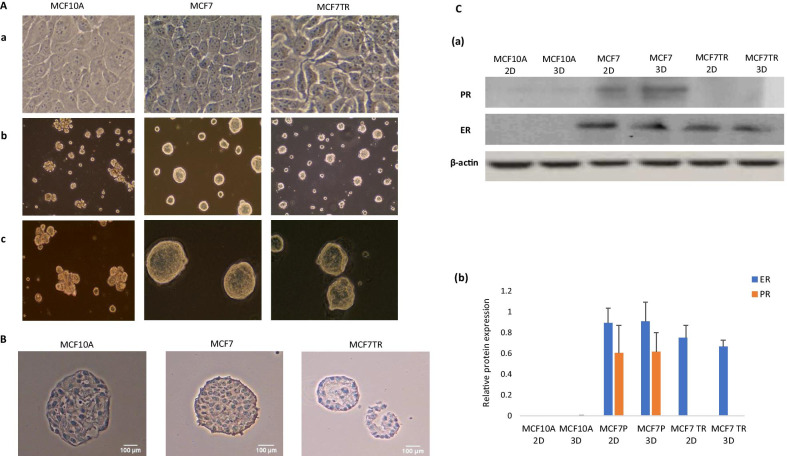
Establishing 3D spheroids of breast normal and cancer cells. **A** Phase contrast images of 2D cells of MCF10A, MCF7 and MCF7TR at 20X magnification (**a**), of 3D spheroids at 10X magnification (**b**) and of 3D spheroids at 20X magnification (**c**), respectively. **B** IHC staining showing higher ER in 3D spheroids of MCF7 (MCF7_3D) and in 3D spheroids of MCF7TR (MCF7TR_3D) but absent in 3D spheroids of MCF10A (MCF10A_3D) with an imaging resolution of 100 µm or 40X magnification. **C** Western blotting in gel images (**a**) and in histograms (**b**) showing both ER and PR proteins were highly expressed in MCF7_2D/3D, only ER was highly expressed in MCF7TR_2D/3D, neither proteins was explicitly expressed in MCF10A_2D/3D. β-actin levels were measured as a loading control. All data in (**b**) corresponded to the mean ± SD of three independent experiments

### Identifying the differential TADs between 2D monolayers and 3D spheroids

We have performed in situ Hi-C in the newly established 3D spheroids, MCF10A_3D, MCF7_3D and MCF7TR_3D, each with biological replicates (Additional file 1: Table S1, Fig. S1). 

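Hi-C measured contacts between HindIII fragments in spheroids of 3 breast cell lines. MCF10A is a non-tumorigenic breast epithelial line, MCF7 is an estrogen receptor-positive breast cancer line, and MCF7TR is a tamoxifen-resistant derivative of MCF7 that was grown with 100 nM tamoxifen. The medium of MCF7TR also lacked phenol red and had charcoal-stripped serum, unlike that of MCF7, so that drug, medium and resistance cannot be told apart. Each cell line had 2 biological replicates. The paper's Table S1 gives 109316191 and 120676998 valid pairs for the replicates of MCF7_3D, 112757125 and 41741823 for those of MCF7TR_3D, and 65581298 and 83260561 for those of MCF10A_3D. The authors processed reads with HiC-Pro, combined the replicates and called significant interaction fragments with HiSIF at an FDR of 0.1 and windows of 20 kb. A loop joins the promoter of a protein-coding gene, from 4 kb upstream to 1 kb downstream of its transcription start site, to a region 10 to 100 kb away. The deposited data are 1 list of 3D-unique loops per cell line, with the ends of each loop, its gene, the side of the promoter on which the distal end lies, and its looping strength in VPPM, the valid pairs in the loop per 1000000 valid pairs in total. Looping strength of a gene was computed here as the sum over its loops, as in the paper. The lists hold no values per replicate, so that differences between cell lines have no spread to be set against and were not tested. Coordinates were matched to GRCh37. The promoter end lay within 4 kb of an annotated transcription start site of its gene in 99.4% of the MCF7_3D loops, 99.4% of the MCF7TR_3D loops and 99.2% of the MCF10A_3D loops whose gene was found in the annotation. Of the distinct ends that were 20 kb long, 94.0%, 92.1% and 90.3% respectively were centered within 10 bp of the middle of a HindIII fragment. Neighboring genes can share a loop, and 15.6% of the rows in MCF7_3D, 17.4% in MCF7TR_3D and 16.4% in MCF10A_3D had the same ends as a row of another gene.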

We then applied TopDom [29] on the combined replicates to identify TADs, Gaps and Boundaries in 3D spheroids as well as in 2D monolayers from previous studies [32, 33]. We found that there were ~ 3000 TADs each for three 2D monolayers and three 3D spheroids, respectively, and the ratio of the number of Gaps/Boundaries to the number of TADs were very similar among all six 2D/3D culture conditions (Fig. 2A). We then examined the size of TADs and found a majority of their size were within 0.3–2 Mb for both 2D monolayers and 3D spheroids (Fig. 2B). Interestingly, the distribution of the number of different sizes of TADs was very similar among all six conditions. We then compared the changes of TADs between 2D monolayers and 3D spheroids using the eight types of TAD changes defined in our recent study [33]: a) No change; b) Conserve-expand; c) Conserve-shrink; d) Shift; e) Split; f) Fuse; g) Neo (from a border boundary or GAP to a new TAD); h) Del (from a TAD to GAP or border boundary). Remarkably, we observed that the relatively conserved (RC) TADs including No change, Conserve-expand and Conserve-shrink, were accounted for between 40 and 65% of all types of TAD changes for all three 2D/3D comparisons, and the drastically changed (DC) TADs including Shift, Split, Fuse, Neo and Del, were accounted from 35 to 60% (Fig. 2C). Surprisingly, we found very few Shift TADs between all three 2D/3D comparisons. Screenshots of two examples of TAD changes between MCF7_2D and MCF7_3D, Del and Neo are shown in Fig. 2D. Taken together, our analyses suggested that chromatin structures have experienced drastic changes during the 3D culture growth of BC cells although there isn’t much change in the quantity of chromatin domains.

**Fig. 2:**
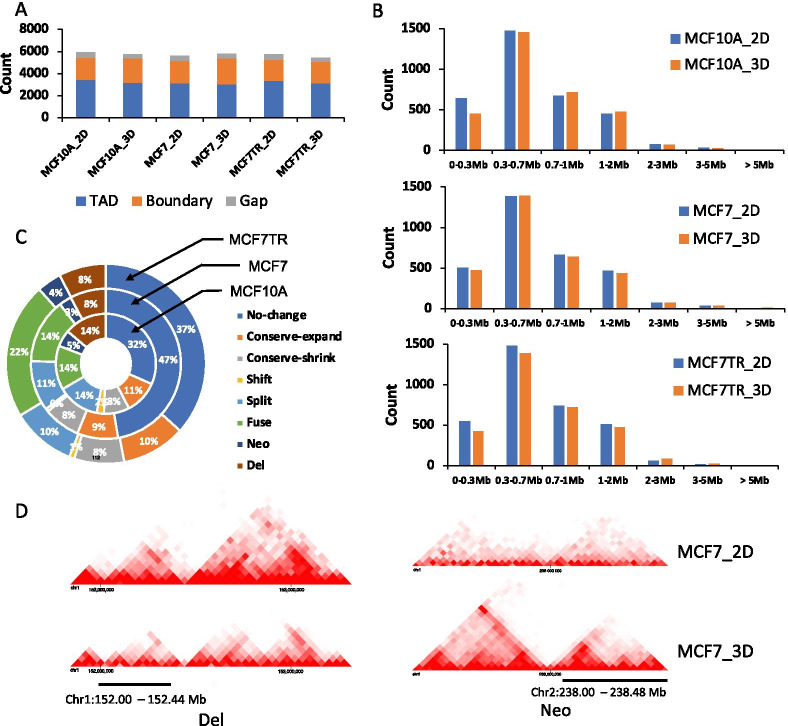
Identifying the differential TADs between 2D monolayers and 3D spheroids. **A** Bar graph depicting the number of the TADs, Boundaries, and Gaps were identified for MCF10A_2/3D, MCF7_2D/3D and MCF7TR_2D/3D, respectively. **B** The distribution of TAD size showing there is no significant difference between MCF10A_2D/3D, MCF7_2D/3D and MF7TR_2D/3D, respectively. **C** Doughnut chart showing a percentage breakdown for TAD changes between 2D and 3D conditions for three cell types respectively. **D** Screenshots demonstrating two types of TAD change, Del and Neo. Region Chr1: 152.00–152.44 Mb (left panel) and Chr2:238.00–238.48 Mb (right panel)

### Identifying the differential looping genes between 2D monolayers and 3D spheroids

We applied HiSIF [39] to identify significant interaction fragments (SIFs) for the Hi-C data in both 2D monolayers and 3D spheroids. At the optimal parameters set (t = 1, 20 Kb, FDR = 0.1), we obtained a total of 577,585 for MCF7_2D, 431,056 for MCF7_3D, 327,064 for MCF7TR_2D and 319,644 for MCF7TR_3D, respectively. We further examined the promoter-centric SIFs or promoter-distal loops (P1D1 loops or loops), whereas a loop is defined in the following: one end of the SIF is within the promoter region of a protein coding gene (defined as upstream (—) 4 Kb to downstream (+) 1 Kb of transcription start site (5’TSS)) and the other end is within the non-promoter region of the same gene (defined as ± 100 Kb to ± 10 Kb of 5’TSS). 

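More 3D-unique loops were listed for spheroids of the tamoxifen-resistant cells than for spheroids of their parental cells, and the monolayers they were set against differed in depth. The deposited list of MCF7TR_3D had 8219 loops of 5938 genes, and that of MCF7_3D had 4780 loops of 3970 genes, a ratio of 1.72 for loops and 1.5 for genes. Spheroids had 2.8 times the valid pairs of monolayers in MCF7TR and 1.23 times in MCF7, and the effect of this difference on the counts was not tested. The highest looping strength in MCF7_3D was 4273.15 VPPM, at a single loop of TBX4, a T-box transcription factor gene on the long arm of chromosome 17. SLC39A9 and ERH, neighbors on chromosome 14, shared a loop of 941.25 VPPM, and PAX9 (753.83 VPPM), FZD6, a Wnt receptor gene (496.39 VPPM), SPPL2A (484.12 VPPM) and RNF130 (479.63 VPPM) followed among the top 10. In MCF7TR_3D the strongest gene was NACA2, also on chromosome 17, with 2546.05 VPPM. USP32 on the same chromosome had 1232.32 VPPM, and on chromosome 20 the nuclear receptor coactivator gene NCOA3 had 730.31 VPPM, TMEM189 638.34 VPPM and BCAS1 553.04 VPPM. NRAS (376.88 VPPM), PRMT6 (430.37 VPPM) and BCL9 (372.22 VPPM), all on chromosome 1, completed the top 10 with C3orf14 and APPBP2. Of these 10 genes of MCF7TR_3D, 9 lay in 4 regions of chromosomes 1, 3, 17 and 20 that are known to be amplified in MCF7 cells, against 1 of the 10 genes of MCF7_3D. The regions held 1.31% of the loops and 19.8% of the summed strength in MCF7TR_3D, and 1.09% of the loops and 7.36% of the summed strength in MCF7_3D. Without the 10 strongest genes of each list, a choice made after the shares with all genes were seen, the shares of strength were 7.25% and 2.51%. VPPM takes no account of copy number.

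**Figure D1:**
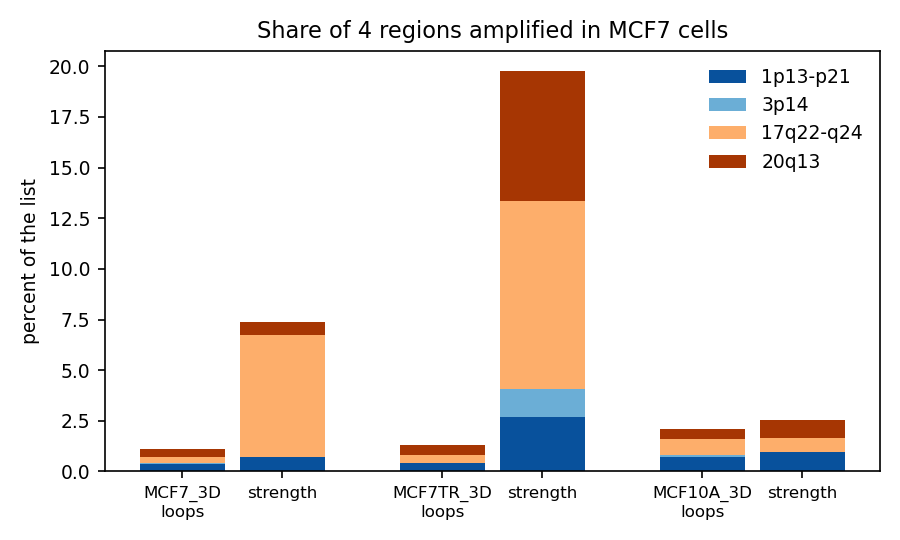
Percent of 3D-unique loops and of their summed looping strength that lie in 4 regions amplified in MCF7 cells, by cell line, with the regions stacked. The strength bar of MCF7TR_3D reaches 19.8%, against 7.36% in MCF7_3D and 2.56% in MCF10A_3D.

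The loops were short in both cell lines, with a median distance between the middles of the ends of 46.9 kb in MCF7_3D and 44.4 kb in MCF7TR_3D. Distal ends lay downstream of the promoter in 49.1% and 50.3% of loops. A single 3D-unique loop was found for 3279 of the genes in MCF7_3D and 4171 of those in MCF7TR_3D. Counting loops at or above the median strength of their list gave 2395 and 4189 loops. This keeps about the same share of each list by construction and so is no check of the order of the cell lines.

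**Figure D2:**
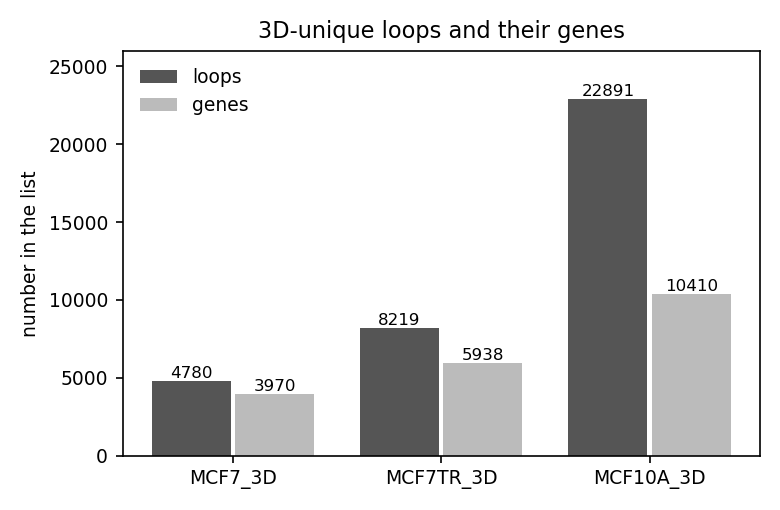
Number of 3D-unique loops (dark bars) and of genes with such loops (light bars) in the list of each cell line. The bars rise from MCF7_3D with 4780 loops to MCF10A_3D with 22891 loops.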

We were able to identify 4012 unique in MCF7_2D, 1256 unique in MCF7_3D and 8122 common between MCF7_2D and MCF7_3D (Fig. 3A, Additional file 2: File S1); 3301 unique in MCF7TR_2D, 2532 unique in MCF7TR_3D and 8025 common between MCF7TR_2D and MCF7TR_3D (Fig. 3B, Additional file 2: File S1).

**Fig. 3:**
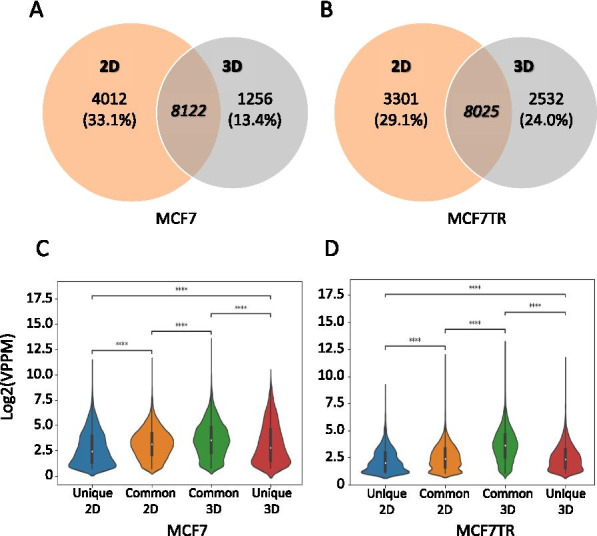
Identifying the differential looping genes between 2D monolayers and 3D spheroids. **A** Venn diagram showing common and unique P1D1 loops between MCF7_2D/3D. **B** Venn diagram showing common and unique P1D1 loops between MCF7TR_2D/3D. **C** Violin-plot showing the distributions of looping strengths of 2D unique, common and 3D unique looping genes in MCF7. **D** Violin-plot showing the distributions of looping strengths of 2D unique, common and 3D unique looping genes in MCF7TR

In order to measure the looping strength of a looping gene, we computed a VPPM (see “Methods” section) for each of loops within a looping gene and then added all VPPMs together as the looping strength. We then compared the looping strength of looping genes between 2D monolayers and 3D spheroids (Fig. 3C, D). As expected, for all three cell types, we found the distributions of the strengths of looping genes were statistically different between Unique_2D and Unique_3D, between Unique_2D and Common_2D as well as between Unique_3D and Common_3D, respectively. However, we surprisingly observed a statistical difference between Common_2D and Common_3D, suggesting that the same gene can exert different looping strength at the distinct culture conditions. 

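Among genes with 3D-unique loops, looping strength summed over loops had a higher median in MCF10A_3D, whose genes had more loops each, than in the other lines, while the difference between MCF7_3D and MCF7TR_3D depended on the weakest loops listed. The median was 4.09 VPPM over 3970 genes of MCF7_3D (95% interval from order statistics 3.83 to 4.39), 3.95 VPPM over 5938 genes of MCF7TR_3D (3.82 to 4.08) and 8.13 VPPM over 10410 genes of MCF10A_3D (7.86 to 8.40). On the log2 scale these are 2.03, 1.98 and 3.02, and the quartiles are 0.48 and 3.95 in MCF7_3D, 1.01 and 3.01 in MCF7TR_3D, and 1.47 and 4.27 in MCF10A_3D. The excess of MCF10A_3D was smaller with other measures of a gene. With its strongest loop the medians were 3.66 VPPM in MCF7_3D, 3.24 VPPM in MCF7TR_3D and 5.38 VPPM in MCF10A_3D, and with the mean over its loops 3.31, 2.91 and 3.59 VPPM, while the median over all loops was 2.83, 2.59 and 2.49 VPPM. The upper quartile was 15.5 VPPM in MCF7_3D, 8.03 VPPM in MCF7TR_3D and 19.4 VPPM in MCF10A_3D. A strength over 100 VPPM was reached by 154 genes (3.88%) in MCF7_3D, 51 genes (0.859%) in MCF7TR_3D and 170 genes (1.63%) in MCF10A_3D. The 10 strongest genes took 13.3% of the summed strength in MCF7_3D, 14.2% in MCF7TR_3D and 2.16% in MCF10A_3D, where LAMB3, a laminin chain of the basement membrane, led with 586.63 VPPM. The mean number of loops per gene was 2.20 in MCF10A_3D, 1.38 in MCF7TR_3D and 1.20 in MCF7_3D.

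**Figure D3:**
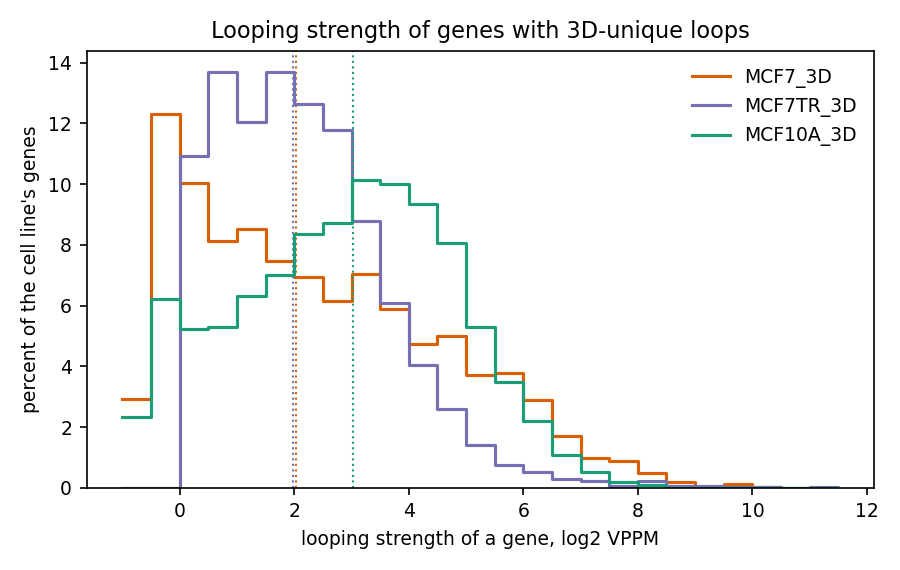
Distribution of looping strength over the genes with 3D-unique loops, as the percent of each cell line's genes per bin of log2 VPPM, with dotted lines at the medians. The medians lie at 2.03 in MCF7_3D, 1.98 in MCF7TR_3D and 3.02 in MCF10A_3D, over lists with different lowest strengths.

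The intervals cover sampling of genes only, and no test between cell lines was made on genes, which are not replicates. The lowest listed loop had 0.70 VPPM in MCF7_3D, 1.17 VPPM in MCF7TR_3D and 0.67 VPPM in MCF10A_3D, and when loops under 1.17 VPPM were left out of every list, a choice made after the values were seen, the medians were 7.18 VPPM in MCF7_3D, 3.95 VPPM in MCF7TR_3D and 9.82 VPPM in MCF10A_3D. The log2 ratio of MCF7TR_3D over MCF7_3D was then -0.86, against -0.05 with all loops, so that their medians were no longer about equal, and that of MCF10A_3D over MCF7_3D was 0.45, against 0.99.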

Our analysis may also suggest VPPM could be an appropriate measure to examine the differentially looping genes between two experimental conditions.

### Characterizing 3D spheroid-specific looping genes

Next, we wanted to examine 3D spheroid-specific looping genes. We computed the difference of VPPMs between MCF7 and MCF7TR cells. 

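The looping strengths in the deposited lists are those of loops found in spheroids and not in monolayers, while the strengths in the paper's Additional file 3 are of all loops of a gene. The copy of that table used here holds 1563 genes for MCF7TR_3D and 1677 for MCF7_3D, 1 fewer each than the paper gives. For 264 genes of its MCF7TR_3D sheet, the sum over 3D-unique loops equaled the paper's VPPM within 0.02, so that their whole looping strength came from 3D-unique loops. C3orf14 (809.59 VPPM) was among these. For 351 other genes with 3D-unique loops, the deposited sum was lower, with a median of 19.0% of the paper's value. APPBP2, for example, had 534.46 VPPM in 3D-unique loops and 1068.98 VPPM in the paper's table. In the MCF7_3D sheet, 468 genes had equal values, among them the kinase gene MAPK6 (1030.68 VPPM), and 316 had a lower deposited sum, with a median of 40.5% of the paper's value. IQSEC1 had 769.75 VPPM in 3D-unique loops and 788.99 VPPM in the paper's table, and ARHGAP5 had 766.32 and 771.89 VPPM. No gene of either sheet had a deposited sum above the paper's value. These are comparisons of values gene by gene, and no overlap of the gene sets was tested.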

We identified 1678 and 1564 strengthened looping genes (SLGs) in MCF7_3D and MCF7TR_3D respectively (Fig. 4A, Additional file 3: File S2). In order to examine the gene expression levels for those 3D spheroid-specific SLGs in MCF7_3D or MCF7TR_3D, we performed RNA-seq in both 2D monolayers and 3D spheroids for both cell types (Additional file 1: Table S2) and identified 4318 differentially expressed genes (DEGs) between MCF7_3D and MCF7TR_3D (Additional file 4: File S3). Remarkably, we found 384 of 1678 SLGs in MCF7_3D as well as 411 of 1564 SLGs in MCF7TR_3D showing differentially expressed between MCF7_3D vs MCF7TR_3D, respectively, in which these genes were considered as differentially expressed looping genes (DELGs) (Fig. 4B, Additional file 1: Fig. S6). We then performed Gene Ontology (GO) and Pathway analyses on MCF7TR_3D specific DELGs. Interestingly, we identified not only some known signaling pathways previously reported in tamoxifen-resistant breast cancer including Wnt signaling, TGF-beta and PI3K-Akt signaling [32, 33, 38, 45], but also a few novel 3D spheroid-specific pathways such as Hippo and Rap1 signaling pathways, as well as a upstream pathway regulating Hippo signaling: G Protein pathways (Fig. 4C). 

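Genes of all 7 signaling lists examined had 3D-unique loops in MCF7TR_3D, in numbers close to those of random genes. Rap1 signaling, which controls integrins and cell junctions, had 31 of 106 members with 3D-unique loops, where random lists had a mean of 32.2, and its median strength of 7.45 VPPM lay at percentile 98.6 of random lists. A list of fibroblast and immune genes lay at percentile 98.3 in the same cells, so that this position is not particular to Rap1 signaling. PARD6B, a cell polarity gene, had 279.02 VPPM, BRAF 36.2 VPPM, VAV3 32.38 VPPM and PRKD1, a protein kinase D gene that the G protein list shares, 97.8 VPPM. PARD6B on chromosome 20 and VAV3 on chromosome 1 lie in regions amplified in MCF7 cells, for which strengths are not corrected. In the Hippo pathway, which restrains YAP and TAZ, 17 of 68 members had 3D-unique loops (random mean 20.4), led by the kinase gene LATS2, CSNK1D (37.69 VPPM), NKD1 (36.27 VPPM) and PALS1 (28.62 VPPM), at a median of 4.86 VPPM against 4.92 VPPM in random lists (percentile 48.3). G protein signaling had 27 of 97 (random mean 28.2), with PDE4D at 25.85 VPPM and KRAS at 25.78 VPPM. Wnt signaling had 27 of 78 (random mean 24.3), with BCL9 leading and WNT4 at 51.55 VPPM. For TGF-beta signaling the count was 24 of 67 (random mean 21.1), with the ubiquitin ligase gene SMURF1 at 49.48 VPPM, and for PI3K-Akt signaling 19 of 63 (random mean 19.0), with INSR at 27.46 VPPM and SOS2 at 20.6 VPPM. Axon guidance had 30 of 80 (random mean 25.6), with SRGAP3 at 91.06 VPPM. In MCF7_3D, 21 of 63 PI3K-Akt genes had 3D-unique loops (random mean 12.7, reached by 0.8% of random lists), among them MCL1 (50.13 VPPM) and PIK3CA (29.63 VPPM), at a median of 3.57 VPPM, below the 5.22 VPPM of random lists (percentile 17.7). Hippo genes were 13 of 68 in MCF7_3D (random mean 13.7), but their median of 41.1 VPPM was above all but the strongest random lists (percentile 100.0, random median 4.26 VPPM), with LLGL2 at 175.89 VPPM, a loop shared with its neighbor TSEN54, WWTR1, which encodes TAZ, at 89.34 VPPM, YWHAZ at 83.16 VPPM and NKD2 at 57.75 VPPM. In the same cells, Rap1 signaling had 17 of 106 (random mean 21.0), G protein signaling 22 of 97 (18.8), Wnt signaling 18 of 78 (16.3), TGF-beta signaling 13 of 67 (14.3) and axon guidance 17 of 80 (17.0). Counts were set against 10000 random lists of protein-coding genes matched on chromosome, and medians against random lists of looping genes matched on number of loops. With no values per replicate, these positions describe the lists and do not test a difference between the cell lines. The paper's pathways come from genes that looped more strongly in MCF7TR_3D than in MCF7_3D, over all loops, and that also changed in expression. The counts here cover other gene sets, and loops found in spheroids and not in monolayers, whatever the expression. They therefore do not test the paper's pathways.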

We further conducted patient survival analysis on looping genes within Hippo relevant pathways and Rap1 signaling pathways. We found that higher expression of PRKD3, a component gene in G Protein signaling, and higher expression of MET, a component gene in Rap1 signaling pathway, were associated with the worse relapse-free survival (RFS) in the tamoxifen-treated ERα + patients but not with those patients without any endocrine treatment (Fig. 4D, E). Our analysis reveals 3D-growth-specific looping-mediated signaling pathways in tamoxifen-resistant breast cancer cells and indicates a potential prognostic value of Hippo relevant pathways genes in measuring the outcome of the endocrine treatment.

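Of the 6 genes that the paper names for looping in these pathways, LATS2 had 3D-unique loops in MCF7TR_3D. LATS2 encodes a core kinase of the Hippo pathway and lies on the minus strand of chromosome 13 of GRCh37, from 21547175 to 21635725. Its promoter end, from 21619875 to 21639875, looped to an end inside the gene from 21569115 to 21589115 with 28.37 VPPM and to a nearer end from 21591058 to 21611058 with 24.87 VPPM. The sum of 53.24 VPPM ranked 110 among the genes of MCF7TR_3D, above 98.1% of them. No 3D-unique loop of LATS2 was listed for MCF7_3D. In MCF10A_3D the promoter of LATS2 looped in the other direction, to upstream ends, with 32.46 VPPM and 3.02 VPPM.

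**Figure D4:**
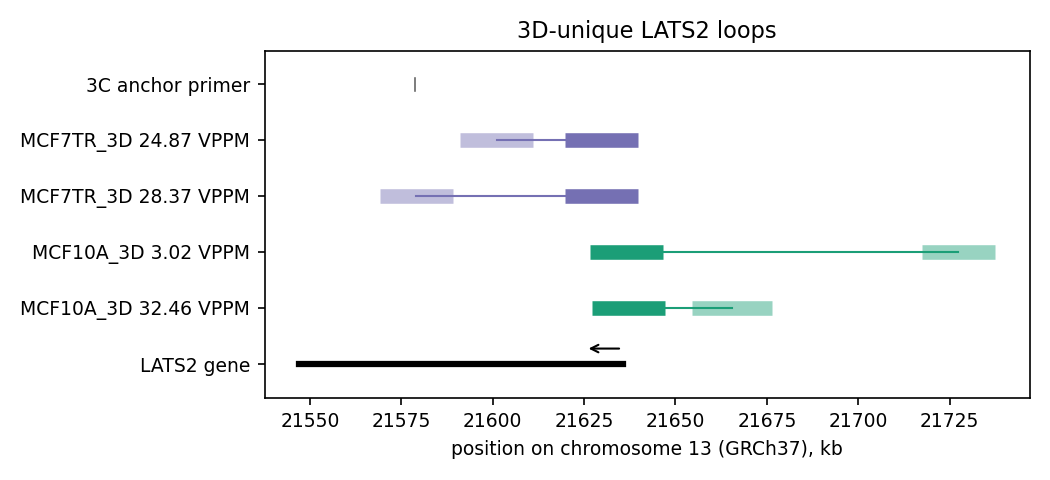
Map of the LATS2 gene on chromosome 13 of GRCh37 in kb, with the 3D-unique loops of MCF7TR_3D and MCF10A_3D and the place of the LATS2 anchor primer of Table S3. Dark boxes are promoter ends, pale boxes are distal ends, and an arrow gives the direction of transcription. The loops of MCF7TR_3D reach into the gene and those of MCF10A_3D reach upstream of it.

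PRKD3, MET, ZDHHC7 and RASSF3 had 3D-unique loops in MCF10A_3D, with 9.55, 3.29, 6.24 and 4.37 VPPM respectively, and none in the lists of MCF7_3D and MCF7TR_3D. TEAD3 was in none of the 3 lists. The paper's Additional file 3, which covers all loops, gives PRKD3 14.06 VPPM in MCF7_3D and 32.9 VPPM in MCF7TR_3D, MET 4 and 30.13 VPPM, RASSF3 0 and 50.59 VPPM, and ZDHHC7 0 and 115.55 VPPM. Such single values have no replicate error. From the pathways found among genes with both a strengthened loop and changed expression, and from the survival analysis, the paper states that its analysis reveals signaling pathways in tamoxifen-resistant cells that are mediated by loops specific to growth in spheroids, and it proposes a potential prognostic value of genes of Hippo-relevant pathways.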

**Fig. 4:**
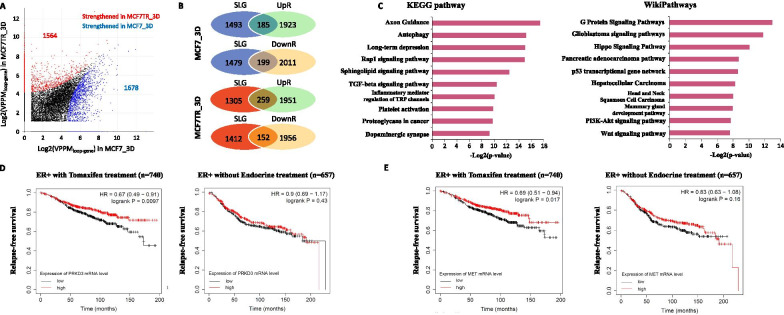
Characterizing 3D spheroid-specific looping genes. **A** 3D scatterplot showing identified 1678 and 1564 strengthened loop genes in MCF7_3D and MCF7TR_3D, respectively. **B** Venn diagrams showing 384 of 1678 strengthened looping genes in MCF7_3D as well as 411 of 1564 strengthened looping genes in MCF7TR_3D were differentially expressed between MCF7_3D vs MCF7TR_3D, respectively. **C** Bar graphs showing the top 10 enriched KEGG pathway and WikiPathway terms for the strengthened looping and differentially expressed genes in MCF7TR_3D. **D** Patients survival analysis of PRKD3 within a Hippo relevant pathway in ER + breast cancer patients with tamoxifen treatment and without endocrine treatment. Expression levels of PRKD3 gene are classified as low or high (black or red lines, respectively) based on the comparison of its median cut-off value. (**E**) Patients survival analysis of MET within a Hippo relevant pathway in ER + breast cancer patients with tamoxifen treatment and without endocrine treatment. Expression levels of MET gene are classified as low or high (black or red lines, respectively) based on the comparison of its median cut-off value

### Examining 3D-growth-specific looping genes in organoids of breast cancer tissues

To further examine 3D-growth-specific looping genes within Hippo relevant pathways, we first conducted 3C/RT-qPCR validations in 3D spheroids and were able to confirm a few selected genes that showed enhanced looping interaction and higher gene expression in MCF7TR_3D vs MCF7_3D (Fig. 5A, B, Additional file 1: Tables S3–S4). Remarkably, our 3D-FISH results further illustrated that the distribution of measured distances of the PRKD3 loop in MCF7TR_3D was significantly different from the distribution in MCF7_3D (Fig. 5C, D, Additional file 1: Table S5). Together, these two lines of distinct evidence confirmed the looping genes associated with Hippo relevant pathways indeed displayed 3D-growth-specific manner in the 3D culture BC model.

**Fig. 5:**
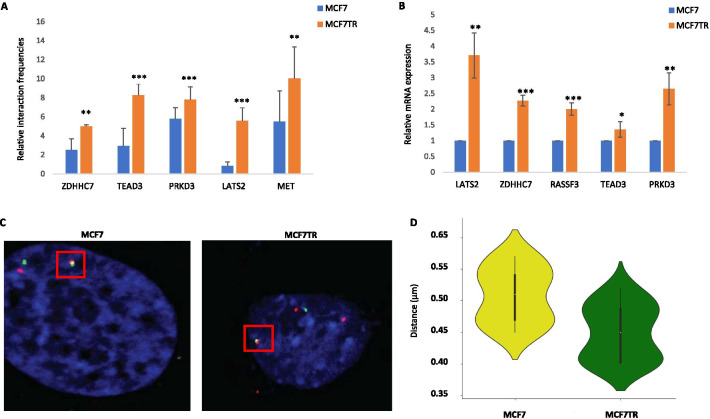
Conducting 3C/RT-qPCR and 3D-FISH validations of differentially expressed looping genes in 3D spheroids of BC cells. **A** 3C-qPCR showing enhanced interaction frequencies of each gene loop for ZDHHC7, TEAD3, PRKD3, LATS2 and MET in MCF7TR_3D compared to those in MCF7_3D. Three biological replicates were performed for each gene loop with a statistical significance (***p ≤ 0.01; **p ≤ 0.05) by one-tail paired t test analysis. Error bars represent standard deviation with three experiments. **B** RT-qPCR showing increased gene expression levels of ZDHHC7, TEAD3, PRKD3, LATS2 and RASSF3 in MCF7TR_3D compared to those in MCF7_3D. Three biological replicates were performed for each gene loop with a statistical significance (***p ≤ 0.01; **p ≤ 0.05; *p ≤ 0.1) by one-tail paired t test analysis. Error bars represent standard deviation with three experiments. **C** 3D-FISH images showing interaction frequency of the PRKD3 loop in MCF7TR_3D and MCF7_3D, respectively. BAC probe combinations: promoter (green) and distal region (red) *n* = 50, DAPI DNA stain (blue). Square boxes in red represent the magnified view of each interaction. Scale bar at 5 µm. **D** Distributions of measured distances of the PRKD3 loop are significantly different for MCF7TR_3D vs. MCF7_3D (*p ≤ 0.1) by one-tail paired t test analysis. Distances were measured between the closest two foci in each nucleus

Organoids of BC tissues have just been established as a biobank resource [27]. How they can be practically used for examining chromatin looping remains elusive. We were able to establish three types of organoids from human tissues, breast normal tissue (NT), breast cancer primary tissue (PT) and tamoxifen-treated breast cancer recurrent tissue (RT) (Fig. 6A–C, Additional file 1: Fig. S7). We then conducted 3D-FISH validation of the PRKD3 loop in these newly established organoids, PT and RT. Clearly, we observed there was a higher interaction frequency of the PRKD3 loop in two organoids of PT than in two organoids of RT (Fig. 6D, E). Taken together, our results demonstrate that organoids of breast cancer tissues can recapitulate differential loop strengths identified in 3D spheroids, therefore could serve as a better preclinical breast cancer model for studying 3D chromatin regulation.

**Fig. 6:**
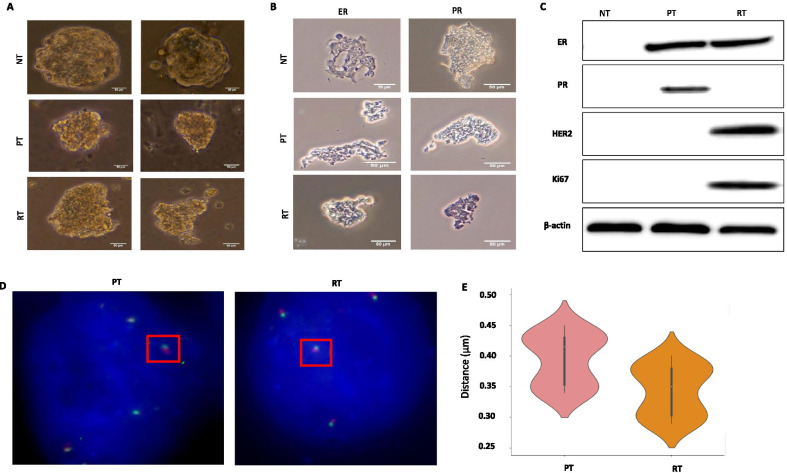
Conducting 3D-FISH validations of the PRKD3 loop in organoids of BC tissues. **A** Images of organoids derived from normal breast tissue (NT), primary breast cancer tissue (PT) and tamoxifen-treated breast cancer recurrent tissue (RT). Scale bar at 50 µm. **B** IHC staining of ER and PR in organoids of NT, PT and RT respectively with a higher magnification (40X) and a scale bar at 50 µm. **C** Western blotting showing ER, PR, HER2 and Ki67 protein levels in organoids of NT, PT and RT, respectively. β-actin levels were measured as a loading control. **D** 3D-FISH images showing interaction frequency of the PRKD3 loop in organoids of PT and RT, respectively. BAC probe combinations: promoter (green) and distal region (red) *n* = 50, DAPI DNA stain (blue). Square boxes in red represent the magnified view of each interaction. Scale bar at 5 µm. **E** Distributions of measured distances of the PRKD3 loop are significantly different for PT vs. RT (*p ≤ 0.1) by one-tail paired t test analysis. Distances were measured between the closest two foci in each nucleus

## Discussion

Despite numerous studies that have revealed the principles of chromatin architectures in normal and disease states [32, 46–49] and identified cancer-specific TADs and looping genes [32, 48, 49], very few studies were conducted in 3D-growth culture conditions including spheroids and organoids. Given that there are higher bio-similarities between organoids and in vivo cellular organ structure, it is imperative to perform Hi-C profiling in 3D spheroids or organoids to identify 3D-growth-specific chromatin interactions. In this study, we, for the first time, identified thousands of 3D-growth-specific TADs and looping genes in 3D spheroids of breast cancer cells (Figs. 2 and 3). Undoubtedly, our genome-wide chromatin interaction data provide a rich resource for further studying the mechanism of looping-mediated signaling pathways or genes in contributing to breast cancer endocrine resistance.

Interestingly, we identified novel 3D-growth-specific signaling pathways including Hippo and Rap1 signaling pathways, as well as G Protein signaling pathways, a upstream pathway regulating Hippo signaling (Fig. 4C). Furthermore, we found the gene expression of PRKD3 and MET within Hippo relevant pathways were able to stratify tamoxifen-treated ERα + patients into better and worse groups of relapse-free survival (RFS), respectively (Fig. 4D, E), supporting a notion that PRKD3 and MET may be used as predictive biomarkers for response to endocrine therapy in ERα + breast cancer patients. Although previous studies have demonstrated that PRKD3 is an oncogenic function in invasive breast cancer [50], and MET has a potential prognostic value in breast cancer [51], our study further elicits their potential prognostic values in predicting the outcome of endocrine therapy.

Remarkably, we confirmed the selected strengthened looping genes and differential expressed genes within Hippo relevant pathways in 3D spheroids (Fig. 5) and further validated PRKD3 in organoids of breast cancer tissues by 3D-FISH (Fig. 6). This result is highly significant as it might serve as a better in vitro preclinical model for further translational studies including drug screening, cancer modeling and toxicity testing. However, we recognize several limitations in this validation. For example, we only performed 3D-FISH on PRKD3 and thus need to expand to more genes within Hippo relevant pathways or other biological signaling pathways. In addition, it is necessary to re-examine these 3D-growth-specific looping genes in an in vivo mouse model of breast cancer.

## Conclusions

Collectively, our work has provided significant insights into our understanding of 3D-growth-specific chromatin architecture in tamoxifen-resistant breast cancer. Our analyses suggest that the strengthened looping-mediated Hippo relevant pathways may contribute to endocrine therapy resistance in breast cancer patients. The future of breast cancer research may benefit greatly from the additional scrutinization of the Hippo relevant pathways for the development of better prognostic biomarkers and the designing of patient selection for targeted endocrine treatment.

## Supplementary Information

**Additional file 1**. Supplementary information includes Supplemental Method, seven Supplemental figures, five Supplemental tables.

**Additional file 2**. Supplemental excel file for listing common and unique loop genes in MCF7_2D, MCF7_3D, MCF7TR_2D and MCF7TR_3D.

**Additional file 3**. Supplemental excel file for listing strengthened loop genes in MCF7_2D, MCF7_3D, MCF7TR_2D and MCF7TR_3D.

**Additional file 4**. Supplemental excel file for listing differential expressed genes between MCF7_3D. vs. MCF7TR_3D as well as MCF7_2D.vs.MCF7TR_2D.

## Data Availability

Raw and processed in situ Hi-C for 3D spheroids of MCF10A, MCF7, MCF7TR and Raw and processed RNA-seq data for 2D monolayers and 3D spheroids of MCF10A, MCF7 and MCF7TR are deposited in GEO under accession number GSE165572.

## Abbreviations

BC: Breast cancer
2D: Two dimensional
SERM: Selective estrogen receptor modulator
FDA: Food and Drug Administration
PR: Progesterone receptor
EGFR2 or HER2: Epidermal growth factor receptor 2
TAD: Topological associated domain
SLGs: Strengthened looping genes
DELGs: Differentially expressed looping genes
3D: Three dimensional
ERα or ER: Estrogen receptor α
PDX: Patient-derived xenografts
IHC: Immunohistochemistry
VPPM: Valid pairs per million
DLG: Differential looping gene
DEGs: Differentially expressed genes

# Supplementary material for: Hi-C profiling of cancer spheroids identifies 3D-growth-specific chromatin interactions in breast cancer endocrine resistance
**Source:** Clin Epigenetics. 2021 Sep 17;13:175. doi: 10.1186/s13148-021-01167-6
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary information includes Supplemental Method, seven Supplemental figures, five Supplemental tables.

**Hi-C profiling of cancer spheroids identifies 3D growth-specific chromatin interactions in breast cancer endocrine resistance**

Jingwei Li, Kun Fang, Lavanya Choppavarapu, Ke Yang, Yini Yang, Junbai Wang, Ruifeng Cao, Ismail Jatoi, Victor X. Jin

**Supplementary Method**

**Hi-C matrix based LOWESS normalization to remove the batch effect:** We normalized the data based on the intra-chromosomal valid pairs as only intra-chromosomal valid pairs affects the downstream analysis (e.g. TADs and SIFs). Firstly, we constructed the MD plot based on the sparse Hi-C matrix: M represents the log magnitude changes between two batches of datasets (e.g. MCF7_2D_Stein vs. MCF7_2D_merge):

$$M= {log}_{2}(\frac{{VP}_{2}}{{VP}_{1}})$$

Where ${VP}_{2}$ and ${VP}_{1}$ are valid pairs’ count in the Hi-C matrix of the first and the second dataset, respectively. D is defined as the distance between two interacting loci (the difference between X and Y coordinates in the Hi-C matrix), expressed in unit-length of the resolution of the Hi-C matrix. We then used LOWESS algorithm to find the off-set line $f_{off-set}$in the MD plot (**Fig. S4**). After fitting the data with the smoothed off-set line, we normalized the ${VP}_{2}$ with the following equation:

$${log}_{2}\left( {VP}_{2-normed} \right)= {log}_{2}\left( {VP}_{2} \right)- f_{off-set}(D)$$

Where $f_{off-set}(D)$ is the predicted value from the LOWESS regression at a distance D.

**Supplementary Figures**

**Figure S1.** Scatter plots showing the correlation of 1Mb bin-size interaction between two biological replicates for MCF10A_3D, MCF7_3D and MCF7TR_3D respectively.

In the figure, r^2^ represents correlation coefficient, and P is the corresponding P-value corrected by Bonferroni correction. A red smooth line means a perfect match (45 degree angle) between the two data points.

**Figure S2.** The PCA Plot of replicates 1 and 2 of MCF10_3D, MCF7_2D, MCF7_3D, MCF7TR_2D and MCF7TR_3D.

**Figure S3.** PCA Plots of MCF10A_2D_Stein, MCF10_3D_merge, MCF7_2D_merge, MCF7_2D_Stein, MCF7_3D_merge, MCF7TR_2D_merge and MCF7TR_3D_merge before and after LOWESS normalization.

**Figure S4.** Hi-C matrix based LOWESS normalization between MCF7_2D_Stein and MCF7_2D_merge in a chromosome-by-chromosome manner.

**Figure S5.** The comparison of TADs between MCF7TR_3D down-sampled dataset and MCF7TR_3D original dataset.

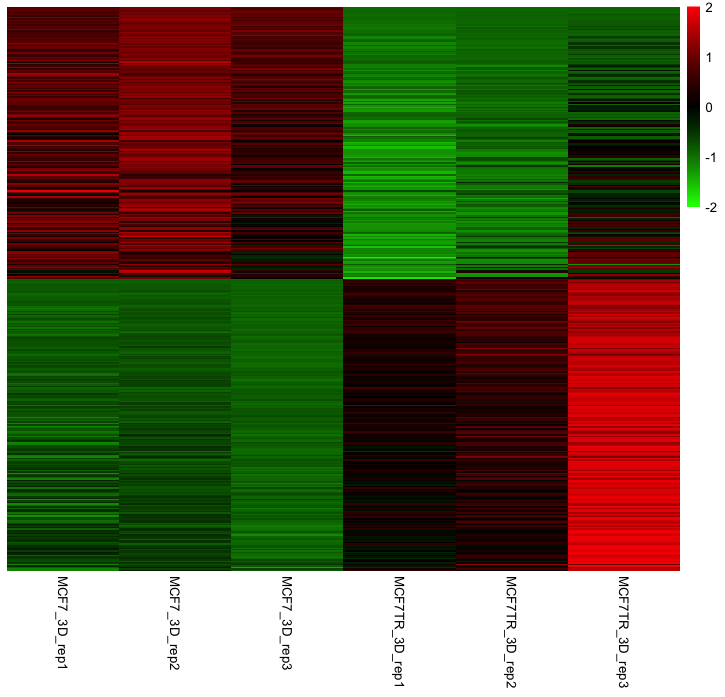
**
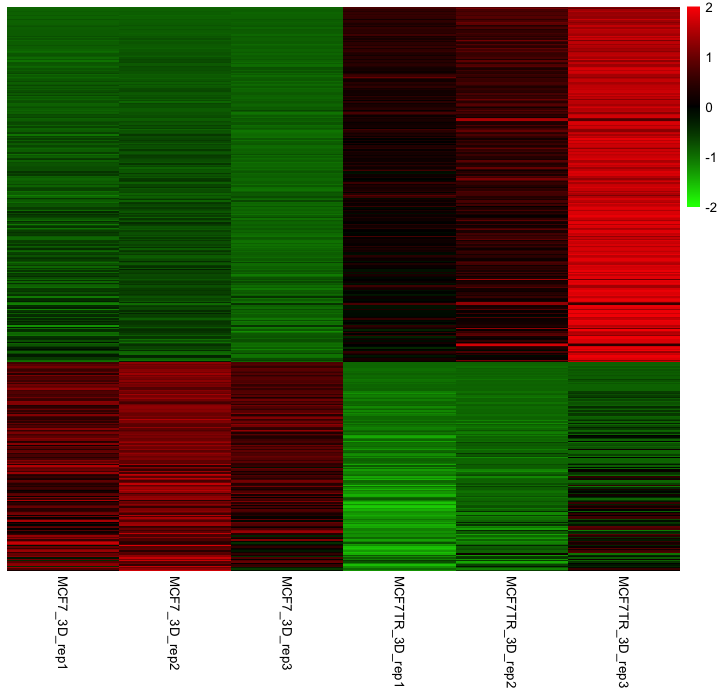
Figure S6.** Heatmaps showed that 384 of 1,678 strengthened loop genes in MCF7_3D (left panel: 185 SLG-UpR and 199 SLG-DownR) as well as 411 of 1,564 strengthened loop genes in MCF7TR_3D (right panel: 259 SLG-UpR and 152 SLG-DownR) were differentially expressed between MCF7_3D vs MCF7TR_3D, respectively.

**Figure S7.** IHC staining of ER, PR, HER2 and Ki67 in organoids of NT, PT and RT respectively with a higher magnification (40X) and a scale bar at 50 µm.

**
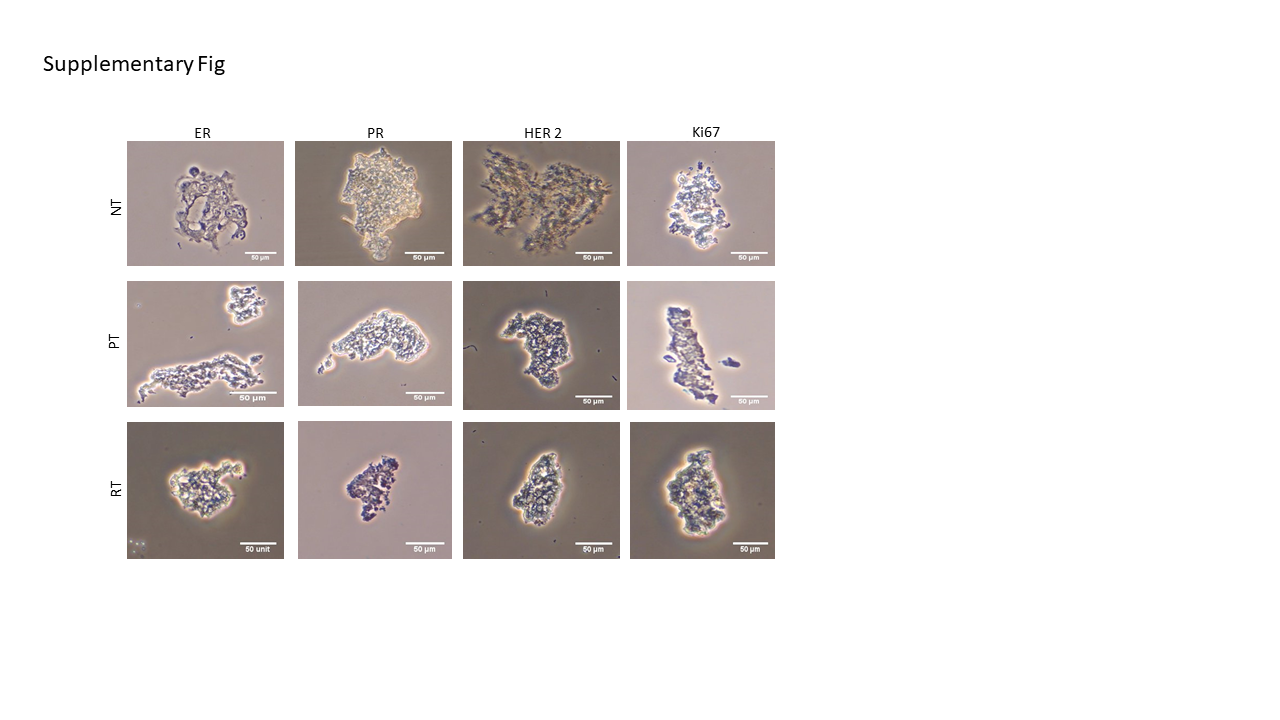
**

**Supplementary Tables**

**Table S1.** A summary of raw, uniquely mapped reads and valid pairs of Hi-C data.

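A valid pair is a sequenced read pair whose ends fall on different HindIII fragments and that passed the filters of HiC-Pro, so that the number of valid pairs sets how finely loops can be measured. From the paper's counts in the table, valid pairs were 26.9% of the uniquely mapped reads in replicate 1 of MCF7TR_2D, the lowest share, against 63.2% to 78.1% in the other libraries. Over their replicates, valid pairs added up to 229993189 in MCF7_3D, 154498948 in MCF7TR_3D and 148841859 in MCF10A_3D. The table gives the same number of uniquely mapped reads, 131740688, for replicate 1 of MCF7_2D and replicate 2 of MCF10A_3D. Valid pairs are also the denominator of VPPM, and the values in the deposited lists show the size of its smallest step. In MCF7_3D, 98.2% of the values under 20 VPPM were multiples of 0.0435 VPPM within rounding (23.2% by chance), in MCF7TR_3D 97.7% were multiples of 0.0648 VPPM, and in MCF10A_3D 94.9% were multiples of 0.0672 VPPM. By the paper's formula, each step equals 10.0 valid pairs at the totals in the table. The weakest listed loops were 16, 18 and 10 steps high. Whether a step stands for 1 valid pair at another scale or for several pairs was not settled by the data, and strengths are given here as the lists state them.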

| **Sample** | **Replicates** | **Raw** | **Uniquely mapped** | **Valid pairs** |
| --- | --- | --- | --- | --- |
| MCF7_3D | R1 | 243,295,349 | 152,374,220 (62.6%) | 109,316,191 |
|  | R2 | 282,082,384 | 180,134,512 (63.9%) | 120,676,998 |
| MCF7_2D | R1 | 224,108,777 | 131,740,688 (58.8%) | 93,394,187 |
|  | R2 | 201,354,069 | 119,854,597 (59.5%) | 92,847,411 |
| MCF7TR_3D | R1 | 250,035,524 | 162,674,598 (65.1%) | 112,757,125 |
|  | R2 | 95,875,862 | 63,709,944 (66.5%) | 41,741,823 |
| MCF7TR_2D | R1 | 99,201,364 | 60,967,272 (61.5%) | 16,391,645 |
|  | R2 | 91,741,610 | 50,318,300 (54.8%) | 38,727,351 |
| MCF10A_3D | R1 | 151,006,578 | 101,164,717 (67.0%) | 65,581,298 |
|  | R2 | 203,489,076 | 131,740,688 (64.5%) | 83,260,561 |
| MCF10A_2D | R1 | 289,975,071 | 135,329,068 (46.7%) | 105,746,176 |

Note: Hi-C data for MCF710A were publicly downloaded from GSE66733, for MCF7 and MCF7TR were from our previous studies under GEO accession numbers GSE108787 and GSE144380.

**Table S2.** A summary of raw and uniquely mapped reads for RNA-seq data.

| **Cell type** | **Replicates** | **Raw read counts** | **Uniquely mapped read counts** |
| --- | --- | --- | --- |
| MCF7_2D | 1 | 34,848,808 | 27,167,168 |
| MCF7_2D | 2 | 45,852,219 | 34,664,302 |
| MCF7_2D | 3 | 40,390,441 | 30,220,475 |
| MCF7TR_2D | 1 | 44,174,386 | 33,714,455 |
| MCF7TR_2D | 2 | 48,807,121 | 33,442,222 |
| MCF7TR_2D | 3 | 37,654,117 | 29,047,729 |
| MCF10A_2D | 1 | 32,941,532 | 32,386,955 |
| MCF10A_2D | 2 | 34,486,668 | 33,908,183 |
| MCF10A_2D | 3 | 40,213,691 | 39,500,846 |
| MCF7_3D | 1 | 28,708,124 | 27,653,874 |
| MCF7_3D | 2 | 29,682,546 | 28,355,012 |
| MCF7_3D | 3 | 26,601,038 | 25,388,179 |
| MCF7TR_3D | 1 | 27,887,824 | 26,989,886 |
| MCF7TR_3D | 2 | 29,397,268 | 28,445,728 |
| MCF7TR_3D | 3 | 45,897,963 | 44,472,483 |
| MCF10A_3D | 1 | 30,277,909 | 29,710,769 |
| MCF10A_3D | 2 | 300,352,63 | 29,427437 |
| MCF10A_3D | 3 | 33,329,832 | 32,659,655 |

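In 3C, chromatin is cut with HindIII, neighboring ends are ligated, and a ligation between a pair of fragments is measured by PCR with a primer near the cut end of each. All 11 primers of the table matched the plus strand of GRCh37 exactly near their gene, at 44 to 350 bp from the next HindIII site downstream. The anchor primer of LATS2 lies at 21578400 on chromosome 13, in an intron of LATS2 and inside the distal end of its stronger 3D-unique loop in MCF7TR_3D. It is the only LATS2 primer in the table. For PRKD3 the anchor lies at 37492893 and its partner at 37540739 on chromosome 2, 47.8 kb apart and both in introns of PRKD3. Both fall in the ends of the PRKD3 loop of MCF10A_3D, the anchor in the downstream end and the partner in the promoter end. The ZDHHC7 primers lie 43.7 kb apart on chromosome 16, the anchor in an intron at 85010376 and the partner upstream of the gene at 85054054, likewise in the downstream and promoter ends of a loop of MCF10A_3D. The TEAD3 primers lie 33.9 kb apart on chromosome 6, at 35477604 in the neighboring gene TULP1 and at 35511460, 12.8 and 46.6 kb upstream of the 5' end of TEAD3. For MET, the anchor at 116241307 and the partner at 116299789 on chromosome 7 are 58.5 kb apart and 70.9 and 12.5 kb upstream of the gene. The partner sequence of MET had 25 exact matches in the genome, while each of the other 10 primers had 1. The GAPDH control pair spans 87.5 kb on chromosome 12.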

**Table S3.** Primers for 3C-qPCR.

| **S.No** | **Name** | **Primer** |
| --- | --- | --- |
| 1 | ZDHHC7_Anchor | GTTACTGTGTACAGACATTTACTGA |
|  | ZDHHC7 | GATATTATTTGCTGAGATGATACAC |
| 2 | TEAD3_Anchor | CTTTCTTCTTGGTCTTTCTCATCTT |
|  | TEAD3 | GAGAAGTAGGAAGGCTTAGAATGTC |
| 3 | PRKD3_Anchor | CATAGAGACATCCTACAATCTATTC |
|  | PRKD3 | CTACTTTACATAGGAAAACAGAGAG |
| 4 | LATS2_Anchor | CCCGTCTCTGTTAAACATACAAAAT |
| 5 | MET_Anchor | CTAAAGATAAAAGCTACAGACCATC |
|  | MET | GTGTATAAGTGTTCTCTTTTCTCTG |
| 6 | GAPDH_Anchor | ATGCAAGGCTTTCTCTTAAATTAGC |
|  | GAPDH | AATTCTGAGCATTCTGTAGCAAACT |

**Table S4.** Primers for RT- qPCR.

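RT-qPCR measures the transcripts of single genes, here with ACTB as the reference. Each pair was located on the annotated transcripts, and in all 6 genes the product had the length that the table states, 139 bp for LATS2, 124 bp for ZDHHC7, 103 bp for RASSF3, 93 bp for TEAD3, 112 bp for PRKD3 and 82 bp for ACTB. The LATS2 primers lie in different exons, at 21557419 and 21555725 on chromosome 13, so that the product from genomic DNA would be longer. The same holds for ZDHHC7 (85011587 and 85010785 on chromosome 16), RASSF3 (65078609 and 65082013 on chromosome 12) and PRKD3 (37520292 and 37518067 on chromosome 2). The reverse primer of TEAD3 has no contiguous match in the genome and matches all 3 annotated TEAD3 transcripts. The PRKD3 pair is found together in 4 of 10 annotated transcripts, the ZDHHC7 pair in 6 of 8, the RASSF3 pair in 2 of 5, and the LATS2 pair in 1 of 2. Both ACTB primers lie in an exon of ACTB on chromosome 7, and the forward primer has 2 exact matches in the genome.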

| **S.No** | **Gene** | **Sequence** | **Product** |
| --- | --- | --- | --- |
| 1 | LATS2 | 5’-GGTCACATTAAACTCACAGA-3’  5’-GACAGTTAGACACATCATCC-3’ | 139 |
| 2 | ZDHHC7 | 5’-TATAGCTCTGTCTTCAGTCC-3’  5’-GAAGATCAACAGGATTACAG-3’ | 124 |
| 3 | RASSF3 | 5’-GAGGAGATCAAAGAGAAAGT-3’  5’-GTACTTTAATGAAGCCAGTG-3’ | 103 |
| 4 | TEAD3 | 5’-CAGTACAGCTCTGCTGATAG-3’  5’-ATACTCAGTCTCCACCTTCT-3’ | 93 |
| 5 | PRKD3 | 5’-TACATGAAGGAGACCTAGTG-3’  5’-CAGAAAGTAGGAGCTTTGTA-3’ | 112 |
| 6 | ACTB | 5’-GGCATCCTCACCCTGAAGTA-3’  5’-AGGTGTGGTGCCAGATTTTC-3’ | 82 |

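3D-FISH measures the distance in the nucleus between fluorescent probes on the regions that a loop brings together. PRKD3 lies on the minus strand of chromosome 2 of GRCh37 from 37477645 to 37551976, so that its 5' end is at the higher coordinate. The region that the table names promoter starts at 37492865 and the region that it names distal starts at 37528136, and their middles are 35.3 kb apart. These starts are the starts of the ends of the PRKD3 loop in the list of MCF10A_3D, where the end at 37528136 carries the promoter label and the end at 37492865 the downstream label. Each of the table's regions holds 3 of the 10 annotated transcript starts of PRKD3, the most upstream of them at 37506533 in the region named promoter and at 37545037 in the region named distal. The fosmids on the region named promoter start at 37480752 and 37480796, and those on the region named distal at 37514805 and 37515943. Fosmids of one region overlap those of the other by 8.3 to 9.47 kb.

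**Figure D5:**
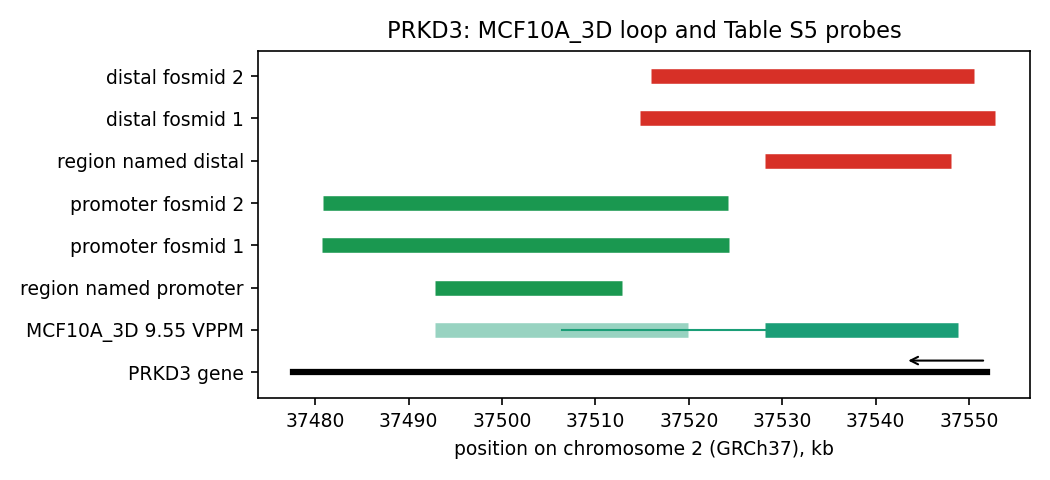
Map of PRKD3 on chromosome 2 of GRCh37 in kb, with the 3D-unique loop of MCF10A_3D (dark box for the promoter end, pale box for the distal end) and the regions and fosmids of Table S5. The 5' end of the gene is on the right, and the fosmids of both regions overlap in the middle.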

**Table S5.** 3D-FISH Probes for PRKD3.

|  | **Genomic region** | **Genomic Coordinates** | **RPCI name  (GRCh37/hg19)** | **Coordinates (GRCh37/hg19)** | **Size  (bp)** |
| --- | --- | --- | --- | --- | --- |
| **Fosmids** | Promoter of PRKD3 | chr2:37492865-37512865 | G248P87859G2 | chr2:37480752-37524271 | 43,520 |
|  |  |  | G248P87902C2 | chr2:37480796-37524239 | 43,444 |
|  | Distal of PRKD3 | chr2:37528136-37548136 | G248P8271H6 | chr2:37514805-37552763 | 37,959 |
|  |  |  | G248P81378D11 | chr2:37515943-37550568 | 34,626 |

How the deposited data were processed for this re-analysis (not part of the article)

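In situ Hi-C was performed on spheroids of MCF10A, MCF7 and MCF7TR, with 2 biological replicates per cell line, and MCF7TR was grown with 100 nM tamoxifen. The authors aligned and filtered reads with HiC-Pro 2.11.1, combined the replicates, and called significant interaction fragments with HiSIF at an FDR of 0.1 and windows of 20 kb. Fragments that joined the promoter of a protein-coding gene (4 kb upstream to 1 kb downstream of the transcription start site) to a region 10 to 100 kb away were kept as loops. The values in the deposited lists are a form of RPM that the authors call VPPM, the valid pairs in a loop per 1000000 valid pairs, with 1 list of 3D-unique loops for each cell line. The rule by which the authors called a loop unique to spheroids is not given in the sources used here. Depth per replicate is taken from the paper's Table S1, and the steps in which VPPM values rise leave its scale open.

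From the lists, loops and genes were counted, the strengths of the loops of a gene were summed, and the distance between the middles of the ends of each loop was taken. Shares of loops and of summed strength were computed per chromosome and in 4 regions known to be amplified in MCF7 cells, set as rough bounds on chromosome 1 (107 to 116 Mb), chromosome 3 (61 to 64 Mb), chromosome 17 (52 to 69 Mb) and chromosome 20 (45 to 63 Mb). Gene symbols were matched to the protein-coding genes of GENCODE 44 lifted to GRCh37, by symbol for 3792 genes of MCF7_3D, 5691 of MCF7TR_3D and 10009 of MCF10A_3D, and by a synonym for 102, 147 and 238 more. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used.

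The overlap of looping genes between cell lines, and the number of members of a gene list among the looping genes, were set against 10000 random draws from 19222 autosomal protein-coding genes, matched on chromosome. The median strength of a list with at least 5 looping members was set against 10000 random lists of looping genes matched on number of loops. Both steps were tested on simulated lists. For lists of 60 genes drawn at random, 3.5% in MCF7_3D, 2.5% in MCF7TR_3D and 6% in MCF10A_3D lay past the percentiles of 2.5 and 97.5, and for lists with 1.6 times the chance share of looping genes 61.5%, 82% and 100% did. For lists of 20 looping genes whose strengths were multiplied by 3, 52%, 100% and 87% did, against 4%, 6% and 5% of unchanged lists.

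The gene lists are the Hippo pathway, G protein signaling, Rap1 signaling, Wnt signaling, TGF-beta signaling, PI3K-Akt signaling, axon guidance, luminal and estrogen receptor genes, basal and myoepithelial genes, epithelial-mesenchymal transition, extracellular matrix and adhesion, hypoxia response, cell cycle, cholesterol and steroid synthesis, chromatin architecture, fibroblast and immune genes, and the 6 genes that the paper names for looping. They were written before the data were examined, as were the regions, the alternatives not marked otherwise and the rule for naming genes. That rule takes the genes the paper names for looping, the 10 genes of highest strength in each cell line, the 10 genes in all 3 lists with the highest strength in their weakest list, and up to 4 members of each gene list with the highest strength per cell line. TTC6, named for its score in the paper's table, was chosen after its value was seen.

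Alternatives counted loops with the same ends a single time, kept loops at or above the median strength, took the strongest loop or the mean in place of the sum, left out the amplified regions, changed the overlap that makes loops the same, and dropped the matching of random draws. The strengths were also compared gene by gene with the paper's Additional file 3, of which the copy used here is 1 gene short per sheet. Primers and probes of Tables S3 to S5 were placed on GRCh37 by exact match. No test between cell lines was made, since the lists combine replicates. Expression, domain and monolayer data were not analysed here.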

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

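All tests below were chosen after the patterns were seen, and those of copy number and of valid pairs after their own values were seen as well.

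The strongest 3D-unique loops of MCF7TR_3D lay in regions amplified in MCF7 cells, outside the genes the paper discusses, with NACA2 at 2546.05 VPPM and 19.8% of the summed strength, and MCF7_3D had TBX4 at 4273.15 VPPM and 7.36%. Shorter loops as the whole cause are argued against, since the median span inside the regions was 0.868 times that outside in MCF7TR_3D and the ratio below is for loops of like span. A few extreme genes held much of the strength, as the share in MCF7TR_3D fell from 19.8% to 7.25% without the 10 strongest genes. The 10 genes were not the whole of it, since the regions still held 6.14 times their share of loops in summed strength. That ratio is of sums, so that it cannot tell whether the next strongest genes carried the rest. Copy number, for which VPPM is not corrected, may contribute. Each loop inside was divided by the median of loops of like span outside. The median of these ratios was 2.3 in MCF7TR_3D (95% interval 1.65 to 6.05), 2.23 in MCF7_3D (1.15 to 6.06) and 1.05 in MCF10A_3D (0.905 to 1.19). The 52 loops of MCF7_3D are too few to place its ratio above 1.5. The intervals treat loops as independent, although neighboring genes can share a loop. A difference between tamoxifen-resistant and parental cells also stays open and was not tested, as no copy number was measured.

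The MCF10A_3D list, whose loops the paper does not count, held 22891 loops, 2.79 times those of MCF7TR_3D and 4.79 times those of MCF7_3D. More sequencing is argued against, since MCF10A_3D had 0.963 times the valid pairs of MCF7TR_3D, and so is a lower minimum as the whole cause, since above 1.17 VPPM it still had 2.02 times the loops of MCF7TR_3D. A shallow monolayer library is argued against for the excess over MCF7TR_3D, since the ratio of 3D to 2D valid pairs was 1.41 in MCF10A and 2.8 in MCF7TR, while for that over MCF7_3D, where the ratio was 1.23, it stays open. MCF10A_2D data come from another laboratory, where the paper reports a batch effect that it corrected by normalization, and from 1 library, and their effect and that of the cell line cannot be told apart without other monolayer data.

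KLHL38 on chromosome 8 had the highest strength in its weakest list among genes with 3D-unique loops in all 3 cell lines. It had 83.06 VPPM in MCF10A_3D, against 264.15 VPPM in MCF7_3D and 265.35 VPPM in MCF7TR_3D, and the paper does not discuss it. The loops were not the same in all lists. The single loop ran upstream in MCF7_3D and downstream in MCF10A_3D. In MCF7TR_3D a downstream loop had 168.13 VPPM and an upstream loop 97.22 VPPM.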

How the results depend on the processing

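No paired analysis was possible because the lists combine the replicates and no result comes from a test between groups. Leaving out a replicate and using a stricter FDR were not run, since the lists give neither. Restricting to autosomes moved nothing, as all listed loops are autosomal. Keeping loops at or above the median strength, which removes about as many loops as it keeps, left 2395 loops in MCF7_3D, 4189 in MCF7TR_3D and 11449 in MCF10A_3D, and 2195 and 3563 genes in MCF7_3D and MCF7TR_3D. Genes with at least 2 loops numbered 691, 1767 and 6032. The median strength keeps about the same share of each list by construction and so is no check of the order of the cell lines, while genes with at least 2 loops kept that order. With the strongest loop in place of the sum, the median strength was 3.66 VPPM in MCF7_3D, 3.24 in MCF7TR_3D and 5.38 in MCF10A_3D, and with the mean over loops 3.31, 2.91 and 3.59 VPPM. The log2 ratio of the medians of MCF10A_3D over MCF7_3D was then 0.56 and 0.12, and over MCF7TR_3D 0.73 and 0.30. By construction the sum grows with the number of loops per gene, which was highest in MCF10A_3D. With loops under 1.17 VPPM left out, a choice made after the values were seen, the medians were 7.18 VPPM in MCF7_3D and 9.82 in MCF10A_3D, and the log2 ratio was -0.86 for MCF7TR_3D over MCF7_3D, 0.45 for MCF10A_3D over MCF7_3D and 1.31 for MCF10A_3D over MCF7TR_3D. Leaving out the amplified regions, or counting genes with identical loops a single time, kept all medians within their intervals. The outer distance of the ends gave median spans of 67.2 kb in MCF7_3D, 65.1 kb in MCF7TR_3D and 69 kb in MCF10A_3D. Looping genes shared with MCF10A_3D exceeded random draws under the alternatives that were set against such draws. Without matching on chromosome the ratio was 1.3 for MCF7_3D and MCF10A_3D and 1.32 for MCF7TR_3D and MCF10A_3D, and for genes at or above the median strength 1.3 and 1.43. The cause was not tested. Counting the same loop in place of the same gene, a stricter criterion, gave 18.1% of MCF7_3D shared with MCF7TR_3D (10.1% with reciprocal overlap of 50%), 40.0% of MCF7_3D shared with MCF10A_3D (24.7%) and 45.7% of MCF7TR_3D shared with MCF10A_3D (28.4%). These shares of loops were not set against random draws. With at least 2 loops per gene the ratio of PI3K-Akt genes to random in MCF7_3D was 3.06, and at or above the median strength that of extracellular matrix genes in MCF10A_3D was 1.94. Of 51 list counts, 16 moved with at least 2 loops per gene and 13 at or above the median strength, and none moved without matching on chromosome. None of the 4 counts past the outer percentiles of random lists reversed. Reversal of the other counts was not assessed. Counting loops with the same ends a single time gave the amplified regions 20.8% of the summed strength of MCF7TR_3D. Without the 10 strongest genes, a choice made after the shares with all genes were seen, they had 7.25% in MCF7TR_3D and 2.51% in MCF7_3D.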

Differences from the paper's values

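The deposited list of MCF7_3D held 4780 loops, where the paper's number of 3D-unique in Fig. 3A is 1256, and that of MCF7TR_3D held 8219 loops, where the paper's number in Fig. 3B is 2532. The legend of the paper's Fig. 3 calls what is counted loops, while its Additional file 2 lists genes, so that both were compared. By genes, the lists held 3970 for MCF7_3D and 5938 for MCF7TR_3D, which also differ from the paper's 1256 and 2532. A gene counted here can have other loops that are not 3D-unique. In the comparison with Additional file 3, 316 genes of MCF7_3D and 351 of MCF7TR_3D had a lower sum over 3D-unique loops than over all loops. The paper's numbers may count only genes that loop in spheroids and not in monolayers, so that the measures may be unlike. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's number for MCF7_3D: counting loops with the same ends a single time gave 4393, loops at or above the median strength 2395, genes with such strong loops 2195, genes with at least 2 loops 691, and genes with a loop of their own 3335. For MCF7TR_3D, genes with at least 2 loops (1767) and genes with a loop at or above the median strength (3563) came within 1.5 times, while loops with the same ends counted a single time (7479), strong loops (4189) and genes with a loop of their own (4924) did not. Loops at or above 1.17 VPPM, a choice made after the values were seen, numbered 3556 and 8219 and did not either. In both sources MCF7TR_3D has more than MCF7_3D.

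The paper's methods state that the score of a strengthened looping gene was normalized by z-score and place it between 0 and 1.0. In the paper's Additional file 3 the highest score of the MCF7TR_3D sheet is 54.6, for TTC6 with 7080.12 VPPM in MCF7TR_3D and 185.94 VPPM in MCF7_3D, and 120 scores of that sheet lie above 1.0. Scores of that sheet follow a straight line in the VPPM of MCF7TR_3D minus that of MCF7_3D (slope 0.00792, intercept 0.0183). A z-score gives such a line, and the scores were not scaled to end at 1.0. No alternative was run for this column, which is the paper's own.

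The paper presents PRKD3, MET, ZDHHC7, TEAD3, LATS2 and RASSF3 as genes whose looping is stronger in MCF7TR_3D and specific to growth in spheroids. Its other evidence on looping in MCF7TR_3D against MCF7_3D is 3C-qPCR for all of them but RASSF3, and 3D-FISH for PRKD3. RASSF3 was measured by RT-qPCR, which gives expression. These experiments were not re-analysed here. In the deposited 3D-unique lists, LATS2 alone of these 6 genes had a loop in MCF7TR_3D, with 53.24 VPPM, equal to the paper's value in Additional file 3. The paper's criterion compares MCF7TR_3D with MCF7_3D over all loops, and the lists compare spheroids with monolayers, so that the criteria are not the same. TEAD3 was not found in the copy of the 3D sheets used here, which is 1 gene short per sheet.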

Other observations

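MCF10A_3D had strong 3D-unique loops at genes of the basement membrane and of cell adhesion. Of 61 extracellular matrix and adhesion genes, 45 had such loops (random mean 35.1, reached by 0.56% of random lists), with a median of 21.9 VPPM against 8.13 VPPM in random lists, and the laminin genes LAMB3, LAMB1 (238.16 VPPM), LAMC2 (169.09 VPPM) and LAMC1 (167.94 VPPM) led. In the TGF-beta list 48 of 67 genes had loops (random mean 38.3, reached by 0.7% of random lists), among them TGIF2 (81.79 VPPM) and SMAD3 (75.54 VPPM). Of the epithelial-mesenchymal transition list 28 of 42 genes did (random mean 22.3), with a median at percentile 99.8 and with TJP1 at 110.42 VPPM and COL1A1 at 103.43 VPPM. That list mixes epithelial genes, such as TJP1, with mesenchymal ones, so that its percentile does not tell them apart. Basal and myoepithelial genes were looped in 24 of 45 cases (random mean 25.3), at a median strength of 14.0 VPPM (percentile 98.0). LAMB3 and LAMC2 led this list too, followed by DSC3 at 54.77 VPPM and KRT6A at 53.56 VPPM. The basal list shares these laminin genes and some others with the extracellular matrix list, so that the results of these lists are not independent. Luminal and estrogen receptor genes were looped in 21 of 50 cases, below the random mean of 27.6 (percentile 2.8), led by CA12 at 156.39 VPPM. Rap1 signaling had 57 of 106 (random mean 56.2) with a median of 15.7 VPPM at percentile 99.8, and RASSF5 (303.09 VPPM) and RAF1 (174.8 VPPM) led. The Hippo pathway had 39 of 68 (random mean 36.4, led by AMOTL2 at 105.3 VPPM), G protein signaling 54 of 97 (49.9, GNA12 at 69.56 VPPM), Wnt signaling 45 of 78 (42.3, BCL9 at 147.72 VPPM), PI3K-Akt signaling 35 of 63 (33.3, IGF1R at 89.92 VPPM) and axon guidance 50 of 80 (46.1, ABLIM3 at 336.69 VPPM). Among the other lists, hypoxia response had 19 of 41 (23.6), cell cycle 39 of 64 (33.9), cholesterol and steroid synthesis 20 of 33 (17.7), chromatin architecture 22 of 41 (22.2), and fibroblast and immune genes 25 of 39 (20.3). The paper-named genes had 5 of 6 (3.51).

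In MCF7TR_3D, 27 of 61 extracellular matrix and adhesion genes had 3D-unique loops (random mean 19.3, reached by 2.61% of random lists), led by the syndecan genes SDC2 (194.88 VPPM) and SDC1 (25.13 VPPM). The epithelial-mesenchymal transition list, which mixes epithelial and mesenchymal genes, had 16 of 42 (12.6), with a median of 8.64 VPPM at percentile 99.3. It was led by the epithelial splicing regulator ESRP1 at 34.97 VPPM and by SERPINE1 at 33.55 VPPM. Cell cycle genes had 19 of 64 (19.6), with a median of 8.81 VPPM at percentile 99.6, E2F2 at 30.25 VPPM and CCNE2 at 23.9 VPPM. For cholesterol and steroid synthesis, 11 of 33 genes (10.2) had a median of 3.04 VPPM, at percentile 2.2. Fibroblast and immune genes, some of which are also in the epithelial-mesenchymal transition and TGF-beta lists, had 10 of 39 (11.6), at percentile 98.3 by strength. Luminal genes had 14 of 50 (15.2, CELSR2 at 143.46 VPPM), basal genes 10 of 45 (14.7, FOXC1 at 39.31 VPPM), hypoxia response 14 of 41 (13.4), chromatin architecture 15 of 41 (13.0) and the paper-named genes 1 of 6 (1.78).

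In MCF7_3D, luminal genes had 11 of 50 (10.0), with SIAH2 at 271.28 VPPM and IGFBP4 at 189.82 VPPM. Basal genes had 14 of 45 (9.62, TP63 at 91.64 VPPM), epithelial-mesenchymal transition 11 of 42 (8.48, COL1A2 at 344.04 VPPM), extracellular matrix and adhesion 13 of 61 (13.1, LAMC1 at 136.6 VPPM), hypoxia response 6 of 41 (8.5, STC2 at 87.86 VPPM), cell cycle 8 of 64 (12.9, CHEK1 at 11.27 VPPM), cholesterol and steroid synthesis 7 of 33 (6.76), chromatin architecture 8 of 41 (8.55, SATB1 at 126.07 VPPM), fibroblast and immune genes 8 of 39 (7.97) and the paper-named genes 0 of 6 (1.26). Over all cell lines, 4 of 51 counts lay in the outer 5% of random lists, and 10 of 49 list strengths did, where chance gives about 5% of each.

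Looping genes overlapped between cell lines. MCF7_3D and MCF7TR_3D shared 1544 genes, 1.28 times the mean of random draws (1207, highest 1303), MCF7_3D and MCF10A_3D shared 2697, 1.26 times the mean (2136), and MCF7TR_3D and MCF10A_3D shared 4104, 1.29 times the mean (3192). The draws were matched on chromosome only, not on gene length or gene density, and the cause of the excess was not tested. By symbol, 1165 genes were in all 3 lists. Besides KLHL38, these included STK10 and EFCAB9, neighbors with shared loops on chromosome 5 (195.43 VPPM each in MCF7_3D and 51.49 VPPM in MCF7TR_3D), PNN and TRAPPC6B on chromosome 14 (362.23 VPPM each in MCF7_3D and 261.01 VPPM in MCF7TR_3D), TSEN54, LRRC52, HMOX2, NMRAL1 and RPRD1A. Olfactory receptor genes lie in clusters, where neighbors can share a loop. They made up 3.05% of the looping genes of MCF7_3D, 2.41% of those of MCF7TR_3D and 2.56% of those of MCF10A_3D, against 2.15% of the autosomal protein-coding genes. Other families lay near or below their share. In the same order, keratin-associated protein genes were 0.327%, 0.253% and 0.432% of the looping genes against 0.489% of the annotated genes, protocadherin genes 0.101%, 0.236% and 0.346% against 0.328%, and histone genes 0.453%, 0.421% and 0.384% against 0.427%.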
